# Th17 cell plasticity towards a T-bet-dependent Th1 phenotype is required for bacterial control in *Staphylococcus aureus* infection

**DOI:** 10.1371/journal.ppat.1010430

**Published:** 2022-04-21

**Authors:** Patricia Bartsch, Christoph Kilian, Malte Hellmig, Hans-Joachim Paust, Alina Borchers, Amirrtavarshni Sivayoganathan, Leon Enk, Yu Zhao, Nikhat Shaikh, Henning Büttner, Milagros N. Wong, Victor G. Puelles, Thorsten Wiech, Richard Flavell, Tobias B. Huber, Jan-Eric Turner, Stefan Bonn, Samuel Huber, Nicola Gagliani, Hans-Willi Mittrücker, Holger Rohde, Ulf Panzer, Christian F. Krebs

## Abstract

*Staphylococcus aureus* is frequently detected in patients with sepsis and thus represents a major health burden worldwide. CD4^+^ T helper cells are involved in the immune response to *S*. *aureus* by supporting antibody production and phagocytosis. In particular, Th1 and Th17 cells secreting IFN-γ and IL-17A, are involved in the control of systemic *S*. *aureus* infections in humans and mice.

To investigate the role of T cells in severe *S*. *aureus* infections, we established a mouse sepsis model in which the kidney was identified to be the organ with the highest bacterial load and abundance of Th17 cells. In this model, IL-17A but not IFN-γ was required for bacterial control. Using *Il17aCre* × *R26YFP* mice we could show that Th17 fate cells produce Th17 and Th1 cytokines, indicating a high degree of Th17 cell plasticity. Single cell RNA-sequencing of renal Th17 fate cells uncovered their heterogeneity and identified a cluster with a Th1 expression profile within the Th17 cell population, which was absent in mice with T-bet/*Tbx21*-deficiency in Th17 cells (*Il17aCre x R26eYFP* x *Tbx21-flox*). Blocking Th17 to Th1 transdifferentiation in Th17 fate cells in these mice resulted in increased *S*. *aureus* tissue loads.

In summary, we highlight the impact of Th17 cells in controlling systemic *S*. *aureus* infections and show that T-bet expression by Th17 cells is required for bacterial clearance. While targeting the Th17 cell immune response is an important therapeutic option in autoimmunity, silencing Th17 cells might have detrimental effects in bacterial infections.

## Author summary

*Staphylococcus aureus* is a commensal and opportunistic pathogen that is involved in a variety of diseases such as skin infection, food poisoning, endocarditis or pneumonia and sepsis. In particular, in patients with bacterial sepsis, *S*. *aureus* causes a high mortality. Despite progress in medical treatment in general, the survival rates of *S*. *aureus* sepsis did not improve in the last decades. The interaction between adaptive immune system and this pathogen is a topic of great interest. Infection of mice with *S*. *aureus* revealed the highest bacterial load and abundance of Th17 cells in the kidney. We could show prominent T-bet-dependent transdifferentiation of Th17 cells to highly effective anti-bacterial Th1 phenotypes in the kidney. Thus, T-bet is essential for the Th17 to Th1 transdifferentiation which is required for the control of bacterial infections. Targeting the plasticity of pro-inflammatory T cell subset is a promising therapeutic strategy to silence detrimental T cells in autoimmunity while augmenting anti-bacterial T cells in infection.

## Introduction

Blood stream infections (BSI) and sepsis are still a major health burden, which despite aggressive antimicrobial therapies account for approximately 5 million deaths every year worldwide [1,2]. While a broad range of pathogens are able to cause BSI, Gram-positive pathogen *Staphylococcus aureus* is of particular clinical importance and related to severe courses of bacterial sepsis [3]. *S*. *aureus* is a human pathobiont that, while colonizing the nose of healthy individuals, can cause invasive disease, systemic inflammation and death in vulnerable individuals [4]. Unfortunately, the survival rate of *S*. *aureus* sepsis has not improved in recent decades [5]. Insights into adaptive immune responses hold promise to provide novel clues for understanding the success of *S*. *aureus* as an invasive pathogen.

The immune reaction to invasive infection has been categorized in two states, excessive inflammation and subsequent immune suppression. The first response to an invading pathogen is characterized by a proinflammatory innate immune response that includes activation of the coagulation system, complement system and activation of neutrophils and platelets [6]. *S*. *aureus* infection triggers the production of antimicrobial peptides such as hBD-3 or RNase7 [7] and activation of granulopoiesis. In this context, activated antigen-presenting cells (APCs) produce IL-23 which is essential for polarization and maintenance of Th17 cells [8]. The notion that bacterial virulence factors involved in the resistance of S. *aureus* to the human immune system trigger the activation of different T cell subsets [9,10], indicates that the T cell immune response might play a functional role in bacterial clearance. However, it is important to preserve efficient anti-bacterial subsets while reducing subsets that promote bacterial survival in order to control *S*. *aureus* infections.

*In vitro* differentiation assays revealed that presence of *S*. *aureus* antigens induce the development of IL-17-expressing CD4^+^ T cells (Th17) [11–13], and in the serum of septic shock patients IL-17A levels were elevated [14], indicating that bacterial infections might trigger Th17 immune responses. However, the impact of IL-17A in controlling *S*. *aureus* infection *in vivo* is still controversial [9]. For example, in *S*. *aureus* infection models mice with deficient IL-17 signaling had increased mortality [15] and higher bacterial burden [16,17], while another study showed protection from tissue-injury with systemic *S*. *aureus* infection in IL-17A-deficient mice [18]. IL-17A and F have been reported to be dispensable in mice for reducing the bacterial burden in systemic infection, while mucocutaneus infection is controlled by the IL-17 immune response [8]. These data indicate differences between local tissue-specific and systemic immune responses to *S*. *aureus* infection. Interestingly, we have recently identified a pathogen-induced generation of tissue-resident memory cells of the Th17 cell subset (Trm17) in the kidney [19]. These Trm17 cells reside in the kidney after the infection has been cleared and upon reactivation by inflammatory triggers can aggravate immune-mediated kidney disease.

Several studies from the past decade indicate that T cell subsets cannot be seen as terminally differentiated cells, but that T cell polarization could be defined a temporary condition in a continuum of manifold states. This might hold true particularly for IL-17-producing Th17 cells that display significant plasticity in various models of autoimmune diseases [20–23] and interaction with commensal bacteria in the intestine [24]. However, little is known about plasticity in host defense against pathogens in systemic infection [25].

In this study, a mouse model of acute *S*. *aureus* infection facilitated the investigation of T cell immune responses to bacterial inflammation in the affected tissue, as *S*. *aureus* triggers a prominent Th17 immune response particularly in the kidney compared to other organs. We show that plasticity of renal Th17 cells generates a highly effective Th17 cell subset characterized by a Th1 cell expression profile that drives bacterial clearance in the kidney. These results show that T cell plasticity is an important factor in the host reaction to invading pathogens and highlight a T cell subset with high antibacterial capacities.

## Results

### S. aureus sepsis induces a prominent Th17 immune response in the kidney

We have recently described the development of tissue-resident memory T cells with a Th17 polarization state after *S*. *aureus* infection that contribute to immune-mediated glomerular disease. Since the T cell response to *S*. *aureus* in acute infection remains unclear, we investigated the immune response to *S*. *aureus* bloodstream infection over a period of 10 days (Fig 1A). First, we measured the bacterial burden of kidneys, spleen and liver at days 0, 3, 6 and 10 after infection with *S*. *aureus* (Fig 1B) and confirmed previous data that the kidney is the organ with the highest bacterial burden after infection [19]. After identifying the kidney as an important immunological site of acute *S*. *aureus* infection, histological investigation revealed *S*. *aureus* accumulations to be located in the tubulointerstitial area of the kidneys (Fig 1C). Renal pathology is characterized by abscess formation, a hallmark of *S*. *aureus* infection (Fig 1D). Quantification of abscess lesions per kidney section showed an increase in the course of infection (S1A and S1B Fig). This finding was supported by CD3 and GR1 immunohistochemistry of kidney sections for the detection of T cells and neutrophils, respectively (S1C and S1E Fig). These cells accumulated in the course of infection in the tubulointerstitial space as well as in the glomeruli (S1D and S1F Fig). Since glomeruli were affected, we looked for the integrity of the glomerular basement membrane that serves as the urine blood barrier. Importantly, we did not find any immune depositions at the glomerular basement membrane (S1G Fig), arguing against the manifestation of membranoproliferative glomerulonephritis in this model. To characterize the T cell immune response during *S*. *aureus* infection, we analyzed the cytokine production of CD4^+^ T cells from the kidney, small intestine, liver and spleen by intracellular cytokine staining (Fig 1E and 1F). While IL-17A-production was detected only at very low levels in healthy mice, *S*. *aureus* infection resulted in a continuous increase of the IL-17A-producing population over time. This accumulation of IL-17A-producing T cells was most pronounced in the kidney compared to liver, small intestine and spleen. Interestingly, a population of IL-17A and IFN-γ co-producing CD4^+^ T cells emerged in the kidney after infection.

**Fig 1:**
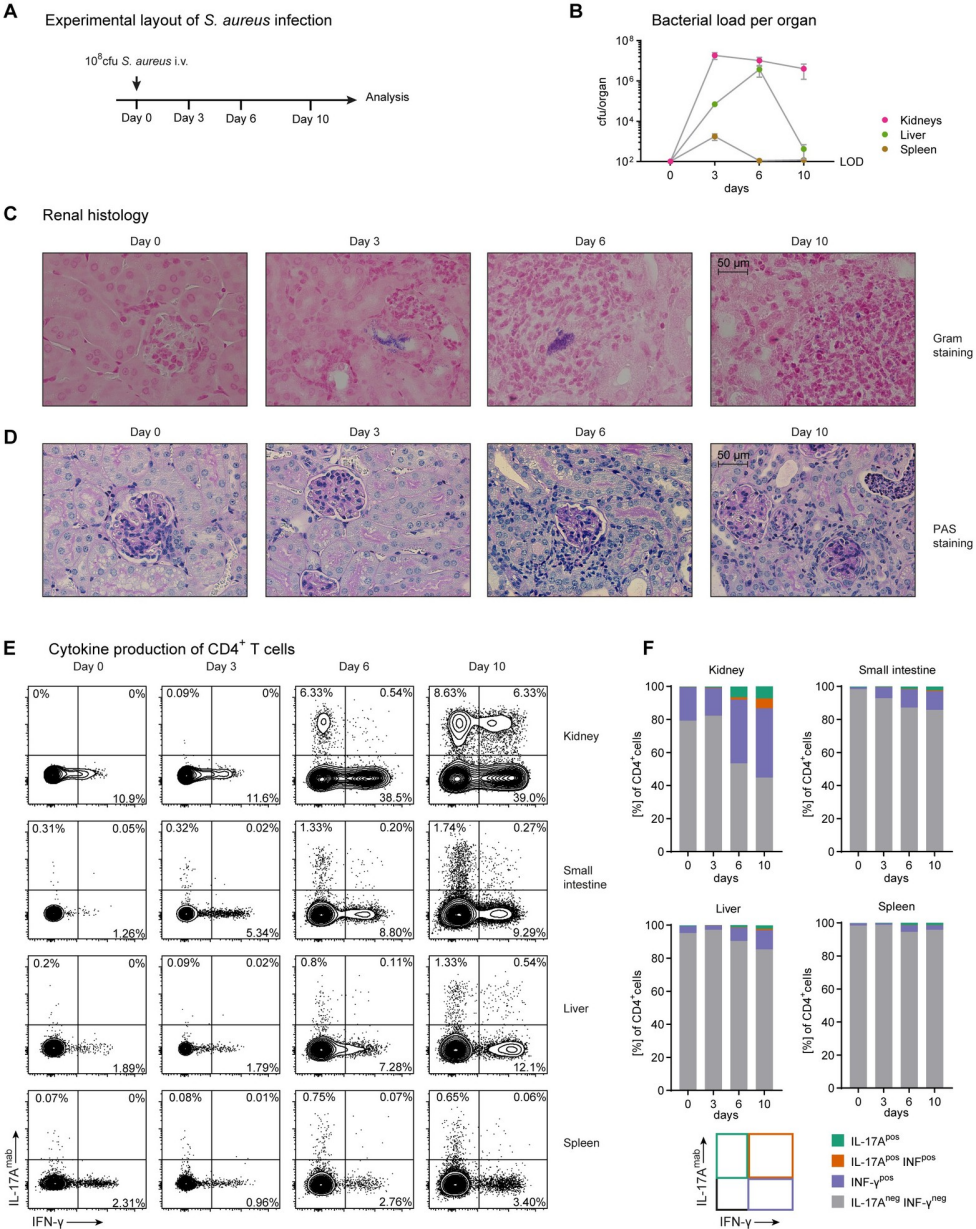
Tissue-specific Th17 cell response in *S*. *aureus* sepsis. (A) Model of *S*. *aureus* infection: injection of 10^8^ cfu into tail vein at day 0 and analysis at indicated time points. (B) Quantification of bacterial load in different organs during *S*. *aureus* infection at indicated time points. (C) Gram staining (D) PAS staining of kidney sections after *S*. *aureus* infection as indicated. (E) Flow cytometry and quantification (F) of IL-17A and IFN-γ producing CD4^+^ T cells in different organs after *S*. *aureus* infection as indicated (each time point represents the data of n = 3–4 mice, representative data from one of two independent experiments).

We also investigated additional cell types that could contribute as a local source for IL-17A. γδ T-cells produced IL-17A upon infection with *S*. *aureus*. Interestingly, γδ T cells mainly express IL-17A and do not show a prominent population of IL-17A and IFN-γ co-producing cells (S2A–S2C Fig). The examination of innate lymphoid cells (ILCs) in the kidney revealed a reduction in their relative cell number upon infection and only minor contribution to renal IL-17A (S2D–S2F Fig).

### IL-17A-deficient mice show higher bacterial burden

In this model of *S*. *aureus* infection, IL-17A and IFN-γ production by CD4^+^ T cells is very prominent in the kidney. Therefore, we aimed at investigating the influence of IL-17A and IFN-γ on bacterial clearance using gene deficient mice. Interestingly, IL-17A-deficient animals showed increased staining for Gram-positive bacteria (Fig 2A) and had an elevated bacterial burden (Fig 2B) in the kidney compared to wildtype mice. Flow cytometry confirmed the absence of IL-17A^+^ CD4^+^ T cells in IL-17A-deficient mice (Fig 2C and 2D).

**Fig 2:**
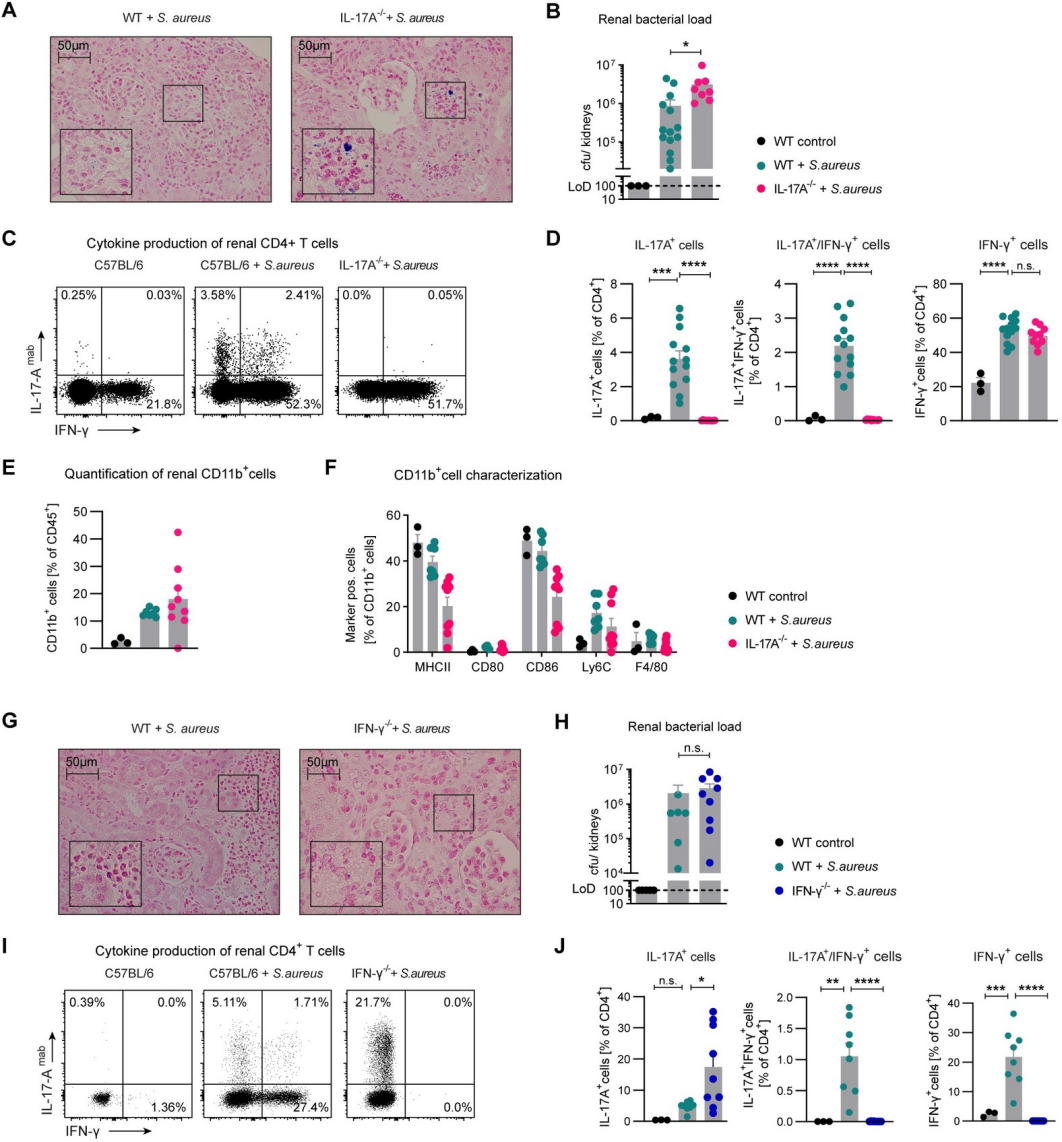
IL-17A-deficient mice show highest bacterial burden in comparison to WT and IFN-γ-deficient mice. (A) Gram staining of kidney sections from C57BL/6 and IL-17A-deficient mice 10 days after *S*. *aureus* infection. (B) Quantification of bacterial load in kidneys as indicated; bars representing mean; individual mice displayed by dots (* *p*<0.05 in Mann-Whitney test). (C and D) Flow cytometry of renal CD4^+^ T cells at day 10 after *S*. *aureus* infection. (E) Quantification of renal CD11b^+^ cells of CD45^+^cells and (F) characterization of renal CD11b^+^ cells at day 10 after *S*. *aureus* infection (representative for one of three independent experiments). (G) Gram staining of kidney sections from C57BL/6 and IFN-γ-deficient mice 10 days after *S*. *aureus* infection. (H) Quantification of bacterial load in kidneys as indicated (* *p*<0.05 in Mann-Whitney test). (I and J) Flow cytometry of renal CD4^+^ T cells of C57BL/6 and IFN-γ-deficient mice 10 days after *S*. *aureus* infection (pooled data from two independent experiments). Bars representing mean ± SEM, individual mice displayed by dots; not significant (n.s.), * p<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001 in Dunnett’s multiple comparison one-way ANOVA analysis.

Analysis of renal CD11b^+^ cells exhibited a numerical increase in cell numbers in *S*. *aureus* infection (Figs 2E and S2G) but no difference between wildtype or IL-17A-deficient mice. To further characterize CD11b^+^ mononuclear phagocytes, we tested a panel of cell surface markers (Figs 2F and S2H) and identified reduction in MHCII and CD86 expression in IL-17A-deficient animals in the kidney (S2I Fig). CD11b^+^ cells in the liver of infected animals did not display reduction in MHCII and CD86 in IL-17A-deficient mice (S2J–S2N Fig).

In contrast, IFN-γ-deficiency did not influence renal bacteria abundance in histology (Fig 2G) or culture (Fig 2H). Flow cytometry confirmed the absence of IFN-γ^+^ CD4^+^ T cells in the corresponding gene-deficient mice (Fig 2I and 2J) and showed a higher percentage of IL-17A production by CD4^+^ T cells. Based on these data, we concluded that IL-17A contributes to the clearance of bacteria in the kidney while IFN-γ may be dispensable. Furthermore, the Th17 cell amount in IFN-γ-deficient mice is elevated in contrast to WT mice and might be upregulated to combat infection via IL-17A because IFN-γ is missing.

### Renal Th17 cells show high plasticity towards a Th1-like phenotype in S. aureus sepsis

In a time course analysis of *S*. *aureus* infection, we identified a population of IL-17A and IFN-γ co-producing CD4^+^ T cells that was not detected in a model of experimental glomerulonephritis with a strong Th17 cell response [26]. Next, we aimed at better characterizing these co-producing cells. To answer the question whether IFN-γ -producing cells originate from Th17 cells, we made use of IL-17A fate reporter mice (*Il17aCre x R26eYFP*) in which T cells that had produced IL-17A are constitutively marked by YFP expression [27] and investigated cytokine production of renal YFP^+^CD4^+^ T cells by flow cytometry. We detected an increasing number of YFP^+^ cells in the course of infection and in particular IL-17A-producing and IFN-γ-producing cells expanded over time (Fig 3A–3D), indicating that Th17 cells become more flexible during infection and show plasticity towards a Th1 cell phenotype. Of note, the analysis of cytokine production of YFP^-^ cells confirmed high IFN-γ production by these cells (Fig 3E and 3F). A combination of indirect immunofluorescence and confocal microscopy revealed the tubulointerstitial localization of YFP^+^ cells in the kidney (Fig 3G).

**Fig 3:**
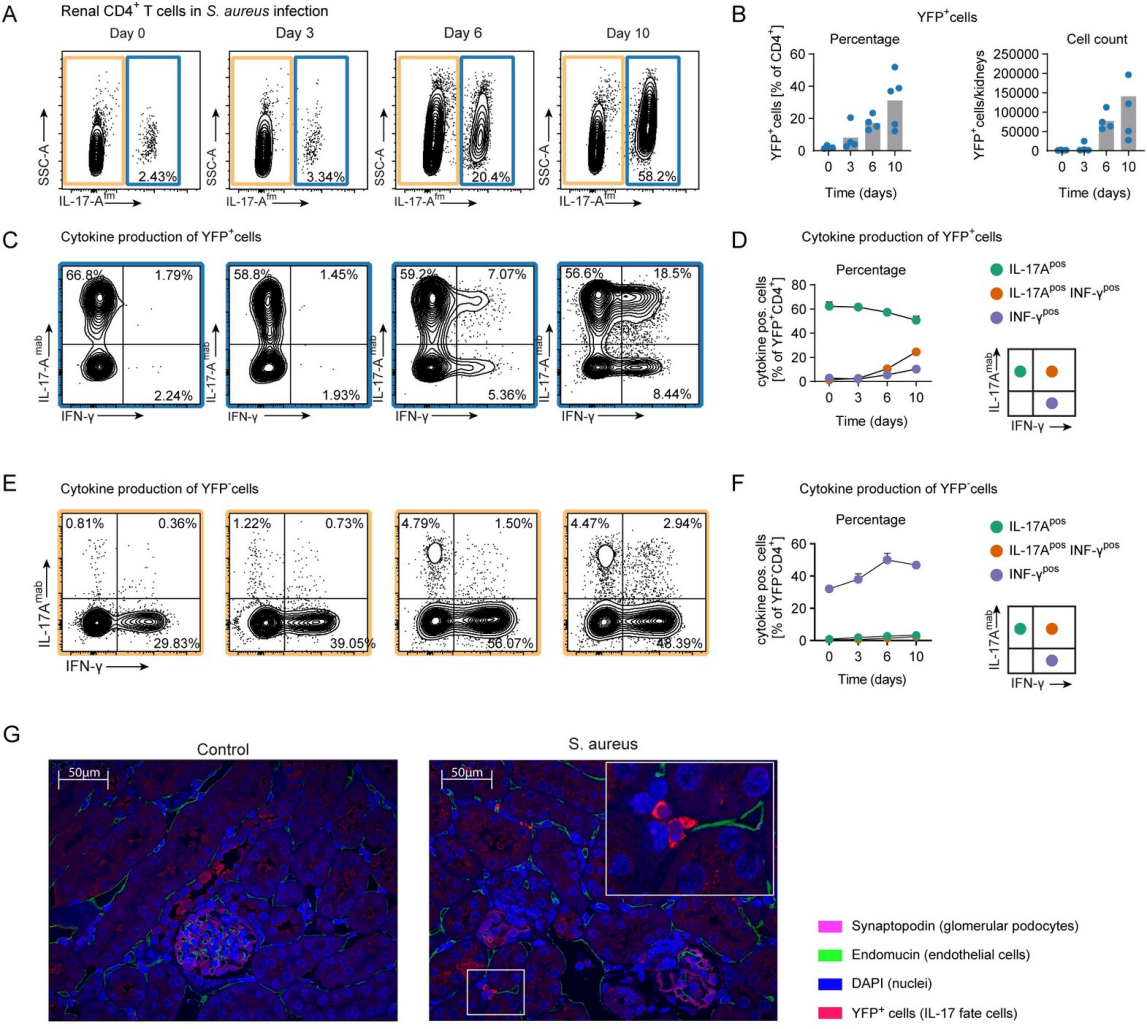
Renal Th17 cells show high plasticity to an Th1-like phenotype in *S*. *aureus* sepsis. (A) Flow cytometry of renal CD4^+^ T cells after *S*. *aureus* infection as indicated from *Il17aCre x R26eYFP* fate reporter mice. (B) Quantification of YFP positive T cells; bars representing mean, individual mice displayed by dots. (C) Flow cytometry and (D) Quantification of cytokine producing of YFP positive T cells. (E) Flow cytometry and (F) Quantification of cytokine producing of YFP negative T cells; (A-F: mean ± SEM, each time point represents the data from n = 4–5 mice, individual mice represented by dots, representative data for one of two independent experiments). (G) Immunofluorescence of YFP positive IL-17A fate cells in kidney sections at day 0 and 10 from *S*. *aureus* infected *Il17aCre x R26eYFP* mice.

To investigate the presence of immunoregulatory T cells in *S*. *aureus* sepsis, we used mice with a combined reporter system for Th17 cell fate (*Il17aCre* x *R26eYFP*) and acute cytokine expression (*IL10*^*eGFP*^ *x Il17a*^*Katushka*^ *x Foxp3*^*mRFP*^) (termed fate+) to uncover a possible plasticity of renal Th17 cells into type 1 regulatory T cells (Tr1) defined by IL-10 expression in the absence of Foxp3 [28]. In the kidney, we measured a small increase of Tr1 cells from the Th17 fate (Tr1exTh17 cells) from day 0 to day 6 after infection (S3A Fig). In the small intestine, the numbers of Tr1exTh17 cells were found at lower levels compared to the kidney and their numbers were stable in the course after infection. This discovery highlights the fact that Th17 cells can acquire diverse phenotypes over time.

### Comprehensive gene expression analysis of Th17 cells in the kidney of Il17aCre x R26eYFP mice

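Single-cell RNA-sequencing counts the transcripts of each gene in single cells by unique molecular identifiers (UMIs), so that PCR copies of a molecule are counted once. Renal CD4+ YFP+ T cells were sorted from *Il17aCre* x *R26eYFP* mice 10 days after *S*. *aureus* infection and processed in droplets with 10x Genomics 3′ kits. In these mice, cells that have expressed *Il17a* carry YFP permanently, so the sort also holds cells that no longer express the gene. Cells of several mice were pooled in 1 library. The legends give 5 mice (Fig 4) and 7 mice (Fig 5) for this genotype, and the sources used here do not say which number applies. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger 3.1.0 on a genome build that is not given in the sources used here. These counts cover 9278 barcodes and 69391534 UMIs, with a median of 6272 UMIs and 2061 genes per barcode. As in the paper's methods, barcodes with 673 to 3924 genes and at most 8% mitochondrial UMIs were kept, and these gene limits equal the 10th and 95th percentiles over the deposited barcodes. The 7362 cells left were normalized with SCTransform, with the mitochondrial percentage regressed out, and clustered by the Louvain algorithm at a resolution of 0.6 on 40 principal components (Seurat 5.3.0). The removal of 3 clusters of cycling cells and of 1 cluster of 48 cells led by gamma-delta T cell genes left 6415 cells. The rule for the last of these, at least 2 gamma-delta genes among the top 10, was set after a first look at the clusters. Scrublet called 0 doublets among all of these barcodes, which is read as a failure of the caller, so no cell was removed as a doublet and doublets remain among the cells. Expression in a cluster was computed from the sum of raw UMIs of a gene, scaled to the sum over all genes (CPM). With 1 library there are no replicates, and no test was run. Intervals are exact 95% intervals, Poisson for CPM and their ratios and Clopper-Pearson for shares of cells, and cover counting error only.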

To investigate the heterogeneity of renal Th17 cells in more detail, we applied single-cell RNA-sequencing (scRNA-seq) to FACS-sorted CD4^+^ YFP^+^ T cells from *S*. *aureus*-infected *Il17aCre* x *R26eYFP* mice. 

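The kept cells formed 7 clusters, numbered here by size before the removal of clusters, so that the numbers are not those of Fig 4. A cluster was named only where at least 3 markers of a class were among the 10 genes with the largest fold over the other cells. The lists of markers were fixed before the data were examined, and the number needed was set after a first look at the clusters. Cluster 1 (1991 cells, 31.0%), with *AC163354.1*, *Asb2*, *Il17re* and *Podnl1* among its top genes, and cluster 5 (760 cells, 11.8%), led by *Crem*, *Vps37b*, *Areg*, *Ramp3* and *Gramd3*, stayed unnamed. Cluster 2 was Th1-like (1578 cells, 24.6%) and was led by *Ccl4*, *Itga1*, *Trav14d-3-dv8*, *Xcl1* and *Nkg7*, with the stress gene *Dnajb1* also among its top 10. Cluster 3 was Th17-like (942 cells, 14.7%), led by *Ccl1*, *Il17a*, *Nrgn*, *Gzmc* and *Penk*. Cluster 4 was memory-like (918 cells, 14.3%), led by *Klf2*, *Slamf6*, *S1pr1*, *Tcf7* and *Klf3*. Cluster 9 was interferon response-like (165 cells, 2.57%), with *Lyz2*, *Ifit1*, *Ifit3*, *Isg15* and *Slfn5* in the lead. Cluster 10 was cytotoxic Th1-like (61 cells, 0.951%), led by *Gzma*, *Cx3cr1*, *Ccl5*, *S1pr5* and *Klrg1*. These genes define the clusters and are not separate results. The number of kept clusters moved most with a resolution of 0.8, which gave 9. The Th1-like cluster was smaller under every alternative, with 9.50% of the kept cells under log-normalization, 10.1% at a resolution of 0.4, 10.5% at 0.8, 13.0% without the highest doublet scores and 16.1% without the genes that the text or Fig 4B names. A cytotoxic Th1-like cluster was otherwise found only under log-normalization, so values given for it rest on the clustering used.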

Analysis of scRNA-seq data showed eight clusters within the population of Th17 fate cells in the kidney (Fig 4A), which were annotated according to their gene expression profile (Fig 4B). 

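*Il17a* (ENSMUSG00000025929) lies on chromosome 1 from 20730905 to 20734496 of GRCm38 in the GENCODE M21 annotation. Its expression was 3640 CPM (3599–3683) in the Th17-like cluster and 242 CPM over the other clusters, a log2 ratio of 3.91 (3.88–3.95). *Il17f* was at 141 CPM (133–149) in this cluster against 30.0 CPM elsewhere, a log2 ratio of 2.23 (2.11–2.35). *Rora* was at 815 CPM (795–835) in the Th17-like cluster and higher in cluster 5, at 1052 CPM (1026–1078). These genes helped to define the clusters. With the 31 genes that the text or Fig 4B names left out of the variable features, the highest *Il17a* level of a cluster was 1742 CPM (1707–1777) and no cluster was Th17-like. The number of the 31 genes at least 2-fold higher in some cluster was 19, and 18 with these genes left out.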

We identified one cluster (cluster 3) with the common profile of Th17 cells characterized by the expression of *Il17a*, *Il17f*, *Rorc* and *Rora*. 

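*Plac8*, *Icos* and *Tnfaip3* were all higher in cluster 5 than over the other clusters. *Plac8* had a log2 ratio of 0.52 (0.45–0.59) there but was highest in the interferon response-like cluster at 484 CPM (444–526). Cluster 5 at 329 CPM (315–344) and the Th1-like cluster at 323 CPM (312–334) could not be told apart, and cluster 1 was at 265 CPM (256–274). It was lower in the Th17-like cluster at 134 CPM (126–143) and the memory-like cluster at 77.9 CPM (71.2–85.2). *Icos* was highest in cluster 5 at 921 CPM (896–946), a log2 ratio to the other clusters of 1.12 (1.08–1.17). *Tnfaip3* was also highest there at 711.5 CPM (690.2–733), a log2 ratio of 1.05 (1.00–1.10), and lowest in cluster 1, at 229.8 CPM (222–238).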

Clusters 1 and 4 represented cells in an intermediate cell state, which highly expressed genes linked to bacterial response and inflammation such as *Plac8* (Placenta specific gene 8), *Icos* (Inducible T-cell co-stimulator) and *Tnfaip3* (Tumor necrosis factor alpha-induced protein 3). 

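The memory genes *Tcf7*, *Il7r* and *S1pr1* were highest in cluster 4. *Tcf7* was at 227 CPM (215–239) there and at 52.4 CPM over the other clusters, a log2 ratio of 2.12 (2.02–2.21). *Il7r* was at 555 CPM (536–573) against 196 CPM, a log2 ratio of 1.50 (1.44–1.56). *S1pr1* was at 174 CPM (164–185) against 35.0 CPM, a log2 ratio of 2.31 (2.20–2.43), and could not be told from the 166 CPM (128–211) in the cytotoxic Th1-like cluster. All of them are among the markers that gave cluster 4 its name.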

In cluster 8, we identified genes associated with memory. Interestingly, cells of cluster 5 expressed genes associated with Th1 cells such as *Ifng*, whereas cluster 2 contained cells with high *Ifng* expression in combination with *Cxcr3*. 

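*Ifng* (ENSMUSG00000055170) lies on chromosome 10 from 118441046 to 118445892 of GRCm38. It was at 1224 CPM (1203–1246) in the Th1-like cluster against 371 CPM over the other clusters, a log2 ratio of 1.72 (1.69–1.76). In the cytotoxic Th1-like cluster it was at 1905 CPM (1771–2047), a log2 ratio of 1.80 (1.69–1.90), and in the memory-like cluster at 182 CPM (171–193). *Cxcr3* was at 163 CPM (155–171) in the Th1-like cluster, a log2 ratio of 0.68 (0.60–0.77), which could not be told from the 138 CPM (117–161) in the interferon response-like cluster. It was at 68.8 CPM (45.3–100.1) in the cytotoxic Th1-like cluster. *Nkg7* was at 479.8 CPM (466–493) in the former and at 1633 CPM (1509–1764) in the latter. With the genes that the text or Fig 4B names left out of the variable features, a Th1-like cluster was still found, with *Ifng* at 921 CPM (897–946) and a log2 ratio of 0.86 (0.82–0.91).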

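At least 1 UMI of both *Il17a* and *Ifng* was present in 1634 of the kept cells (25.5%, interval 24.4–26.6). *Il17a* was detected in 44.3% and *Ifng* in 57.8% of the cells. The share with both genes moved most when every cell was thinned to 2400 UMIs, which gave 12.6% (11.8–13.4). Doublets of an *Il17a* and an *Ifng* cell would add to the share, which was 24.5% (23.4–25.6) without the 6% of barcodes with the highest doublet scores, an alternative chosen after seeing the data. In droplet data, free RNA places UMIs in cells that do not express a gene, and no cell type of this sort is known to lack both genes. At least 3 genes of a B cell list were found in 0 of the barcodes, of a myeloid list in 2 and of a kidney epithelium list in 5. The background of these shares therefore stays open. The kidney transcript *Kap*, taken as a gauge of free RNA, had a UMI in 1.02% (0.786–1.30) of thinned cells within the limits for Fig 5. At 4.19 CPM against 555.5 CPM for *Ifng* in those cells, it sets no limit on the background of the cytokine genes. *Cst3* of the myeloid list had a UMI in 29.9% and *Ighm* of the B cell list in 6.98% of the same thinned cells. Whether the sorted T cells express these genes themselves was not tested. In thinned cells *Il17a* was detected in 87.1% (84.8–89.2) of the Th17-like and 14.4% (12.2–16.8) of the memory-like cluster. *Ifng* was detected in 60.7% (58.1–63.2) of the Th1-like and 17.8% (15.4–20.4) of the memory-like cluster. Both spans exceed counting error at equal depth.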

In line with the flow cytometric data of Th17 cells, scRNA-seq revealed IL17-A and IFN-γ co-expressing cells (Fig 4C and 4D). While cluster 3 does not include cells expression only IFN-γ, clusters 2 and 5 show reduced IL-17A positive cells.

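In the Th17-like cluster, 38 of the cells (4.03%, interval 2.87–5.495) had a UMI of *Ifng* and none of *Il17a*, the lowest share of the 7 clusters. The share was 20.6% (18.0–23.4) in the memory-like, 51.6% (49.1–54.1) in the Th1-like and 75.4% (62.7–85.5) in the cytotoxic Th1-like cluster. A low share in the Th17-like cluster is in part set by its definition, since 93.1% of its cells had *Il17a*. In thinned cells *Ifng* was detected in 33.4% (30.4–36.5) of the Th17-like cluster, above the 17.8% (15.4–20.4) of the memory-like cluster. Under log-normalization in place of SCTransform, the cluster with the largest share of *Il17a*-positive cells held 27.1% of cells with *Ifng* alone, the largest move among the alternatives. *Il17a* with or without *Ifng* was detected in 93.1% (91.3–94.6) of the Th17-like, 53.8% (50.2–57.4) of cluster 5 and 40.2% (38.0–42.4) of cluster 1. It was detected in 29.5% (27.3–31.9) of the Th1-like and 14.8% (6.98–26.2) of the cytotoxic Th1-like cluster. The Th1-like share fell to 9.44% under log-normalization. The memory-like cluster, with 26.6% (23.8–29.6), could not be told from the Th1-like cluster in this share as sequenced. In thinned cells it had 14.4% (12.2–16.8), below the 20.0% (18.0–22.1) of the Th1-like cluster. The median depth was 7806 UMIs per cell in the Th17-like and 5693 in the Th1-like cluster, which bears on all of these shares.

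**Figure D1:**
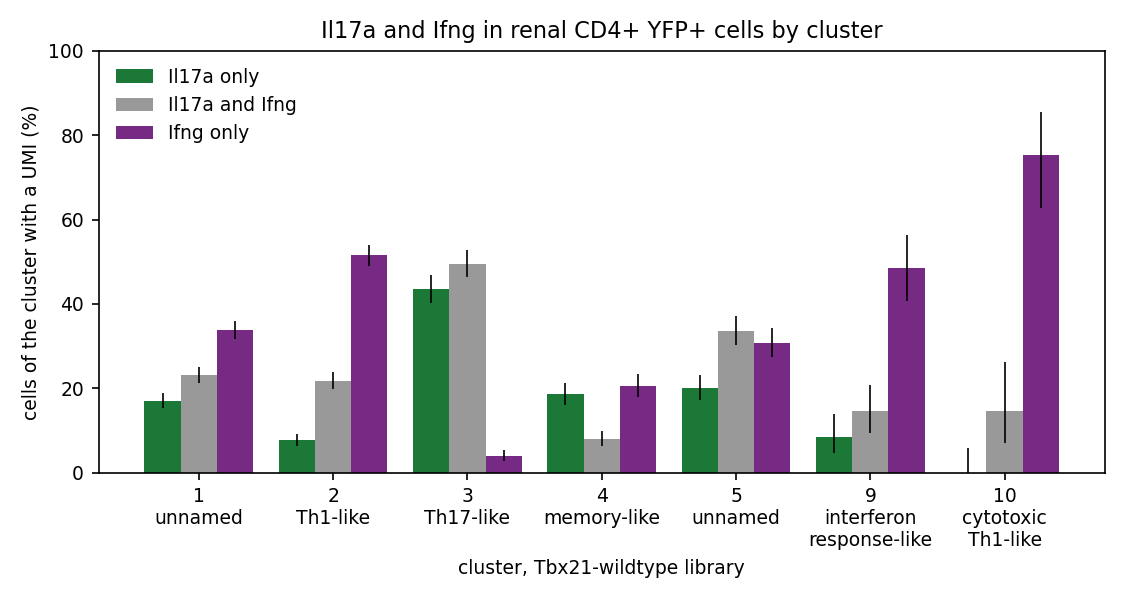
Share of cells (%) with a UMI of *Il17a* only, of *Ifng* only or of both in each cluster of the *Tbx21*-wildtype library, as bars with exact 95% binomial intervals that cover counting error only. Cells with *Ifng* only are fewest in the Th17-like cluster (4.03%) and most frequent in the cytotoxic Th1-like cluster (75.4%).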

**Fig 4:**
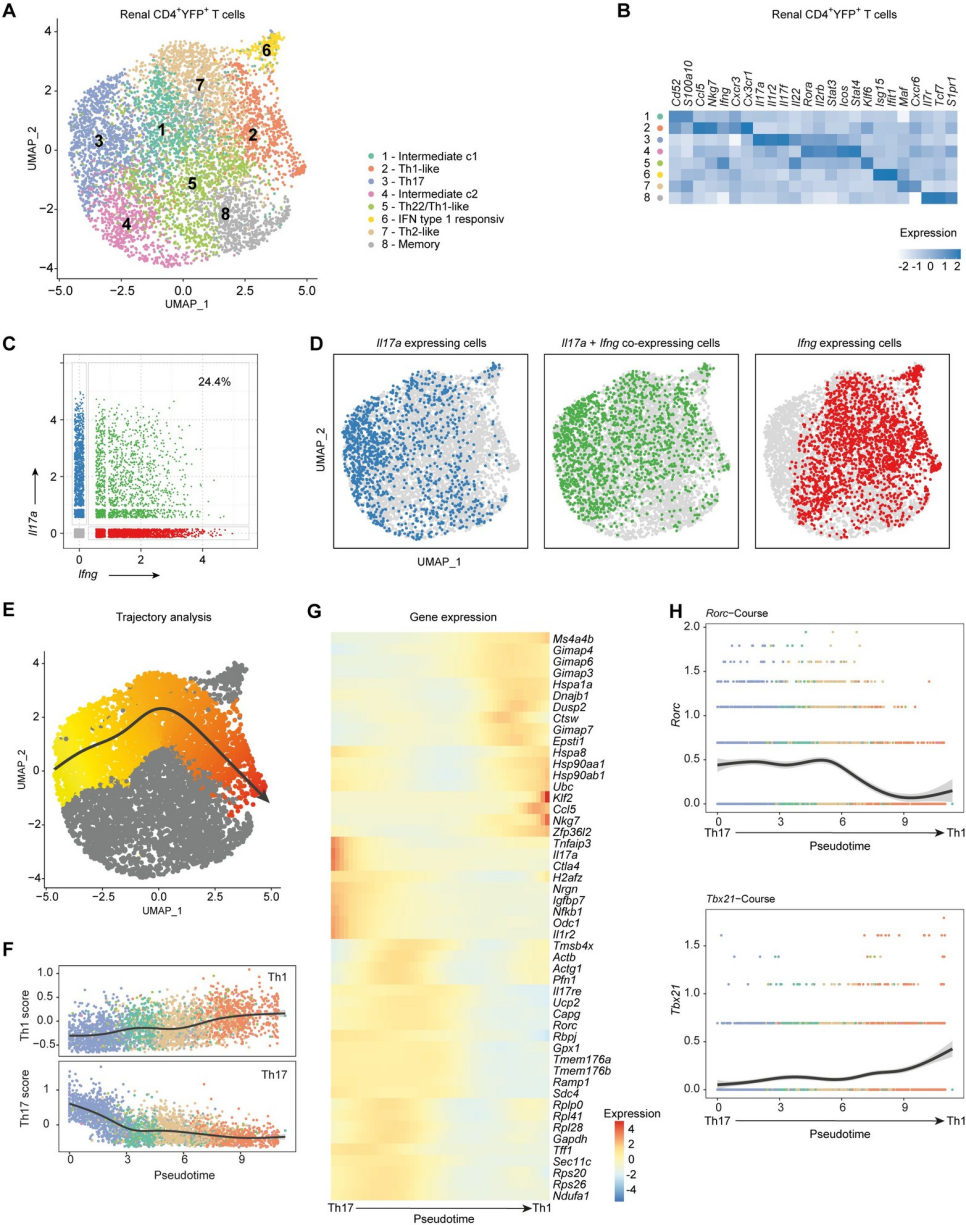
Comprehensive gene expression analysis of Th17 cells in *S*. *aureus* sepsis. (A) UMAP visualization and (B) Differential gene expression of renal YFP^+^ CD4^+^ T cells 10 days after *S*. *aureus* infection of *Il17aCre x R26eYFP* fate reporter mice (pooled cells from n = 5) analyzed by single cell RNA-sequencing. (C) *Il17a* and *Ifng* expression of renal YFP^+^ CD4^+^ T cells 10 days after *S*. *aureus* infection of *Il17aCre x R26eYFP* fate reporter mice (pooled cells from n = 5 mice). (D) Feature plot of *Il17a* and/or *Ifng*-expressing cells. (E) Trajectory of Th17 to Th1-like cells and (F) the Th17 and Th1 score over pseudotime; the line was fit to a generalized additive model. (G) Gene expression of the top 50 genes associated with Th17 to Th1-like trajectory at 50 timestamps over pseudotime, especially of (H) *Rorc* and *Tbx21*.

To analyze the trajectories of the Th17 cells, we defined cluster 3 with the highest *Il17a*-expression as starting point of differentiation and obtained four different curves by slingshot analysis (S3B Fig). 

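Cells were ordered by diffusion pseudotime on the principal components, computed with numpy and scipy, since slingshot was not used here. The ordering covered the 5271 cells of clusters 3, 5, 1 and 2, started in the Th17-like cluster 3 and was divided into 5 parts of equal size. The Th1 and Th17 scores, with the gene lists of the paper's methods, were computed as module scores, the mean of the list minus that of control genes of similar expression. The mean Th1 score was −0.252, −0.163, −0.106, −0.0436 and 0.0603 from the first to the last part, a difference of 0.313. Its SD over cells was 0.247 in the first and 0.311 in the last part. The mean Th17 score was 0.302, −0.106, −0.192, −0.211 and −0.276, a difference of −0.578, with SDs of 0.351 and 0.258. Both ends of the ordering are clusters named by such genes, so the direction is in part set by construction. With the score genes left out of the features behind the principal components, the differences were 0.236 and −0.322. That run covered 4511 cells of clusters 3, 1 and 2. Its start, end and cells were still chosen by the clusters made with the score genes, so it removes the construction only in part. The smallest differences, 0.113 and −0.253, came with log-normalization. Over all kept cells the Th1 score was not steadily rising, with −0.0376 in the fourth and −0.0810 in the last part. The median depth fell from 7563 to 5582 UMIs per cell along the ordering.

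**Figure D2:**
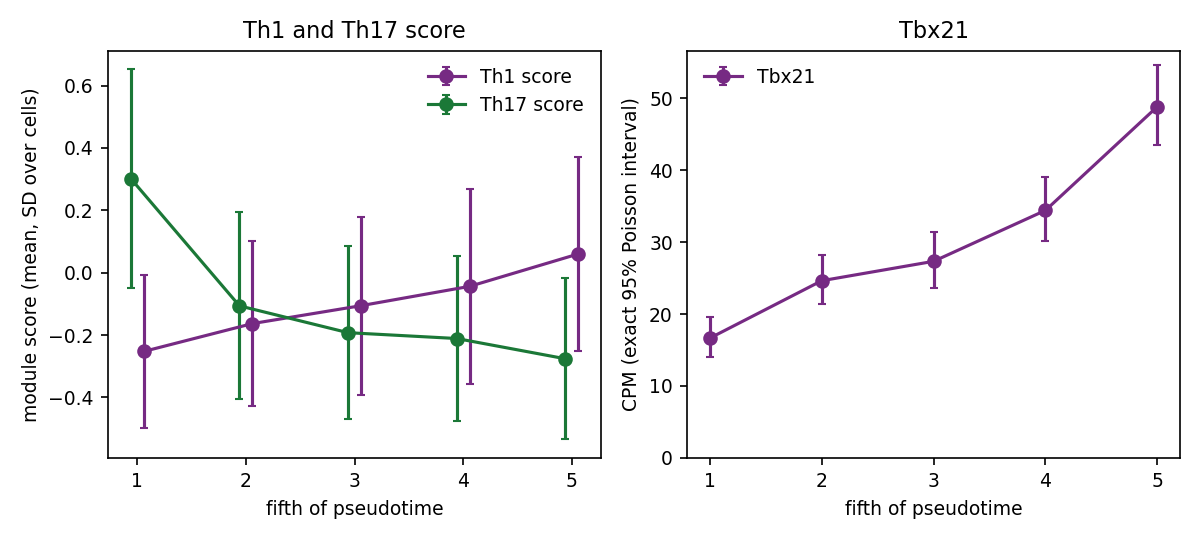
Left, mean Th1 and Th17 module score in each of 5 equal parts of pseudotime, with bars for the SD over cells. Right, *Tbx21* in CPM in the same parts, with exact 95% Poisson intervals for counting error only. The Th1 score rises from −0.252 to 0.0603 and the Th17 score falls from 0.302 to −0.276.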

The trajectory from Th17 to Th1-like cells displayed an increasing Th1 score and a decreasing Th17 score which was among other genes based on the expression of the transcription factors *Rorc* and *Tbx21*, respectively (Fig 4E–4G). 

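*Tbx21* (ENSMUSG00000001444), the gene of T-bet, lies on chromosome 11 from 97098071 to 97115331 of GRCm38. From the first to the last of the 5 parts of pseudotime its transcript was at 16.6 CPM (14.1–19.6), 24.6 CPM (21.4–28.3), 27.3 CPM (23.7–31.4), 34.4 CPM (30.2–39.1) and 48.9 CPM (43.6–54.6). The log2 ratio of the last to the first part was 1.55 (1.27–1.85). It ranged from 0.70 with log-normalization to 2.18 with a projection on the line between the cluster centres.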

Looking at the trajectory of Th17 cells towards Th1-like cells, the expression of T-bet increased with pseudotime (Fig 4H). Together, these data indicate the plasticity of bona fide Th17 cells to Th1 phenotypes in *S*. *aureus* infection.

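In the Th1-like cluster, 345 cells (21.9%, interval 19.9–24.0) had UMIs of both cytokine genes, and 121 (7.67%, 6.40–9.09) had *Il17a* alone. Both shares were lower in the Th1-like cluster of each other clustering tried, down to 7.42% (5.44–9.83) and 2.02% (1.05–3.51) with log-normalization. The background of these shares stays open. The paper starts from cells marked by an *Il17a* fate reporter and finds among them a cluster with a Th17 profile, clusters with *Ifng* and *Cxcr3*, and cells with both cytokine transcripts. It then sets the cluster with the highest *Il17a* as the starting point and follows a trajectory on which the Th17 score falls while the Th1 score and *Tbx21* rise. The paper takes these data together to indicate plasticity of bona fide Th17 cells towards Th1 phenotypes in this infection.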

### T-bet-deficiency affects Th17 to Th1 transdifferentiation in infected kidneys

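By cluster of the *Tbx21*-wildtype library, the *Tbx21* transcript was highest in the cytotoxic Th1-like cluster at 132.5 CPM (98.9–174), a log2 ratio to the other clusters of 2.27 (1.84–2.67). In the Th1-like cluster it was at 48.8 CPM (44.6–53.3), a log2 ratio of 1.12 (0.95–1.28). It was lowest in the Th17-like cluster at 15.2 CPM (12.6–18.2) and the memory-like cluster at 15.4 CPM (12.5–18.8). Cluster 1 was at 24.8 CPM (22.2–27.5), cluster 5 at 24.9 CPM (21.0–29.2) and the interferon response-like cluster was at 34.3 CPM (24.4–46.8). With *Tbx21* and the other genes that the text or Fig 4B names left out of the variable features, the Th1-like cluster was at 52.8 CPM (47.2–59.0) against 24.6 CPM elsewhere.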

*Tbx21*/T-bet was upregulated in Th17 fate cells that transdifferentiated into Th1 phenotypes. To evaluate the impact of T-bet on Th17 cell transdifferentiation, we made use of *S*. *aureus*-infected *Il17aCre x R26eYFP* x *Tbx21-flox* mice. In this mouse model, Th17 cells and their progeny acquire permanent T-bet/*Tbx21*-deficiency. To compare the transcriptional profiles of Th17 with and without T-bet, we performed scRNA-seq analysis of FACS-sorted CD4^+^ YFP^+^ T cells from *Il17aCre x R26eYFP* x *Tbx21-flox* mice at day 10 after *S*. *aureus* infection. 

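Cells of 6 *Tbx21*-flox mice were pooled in 1 library, whose raw UMI counts the authors made with Cell Ranger 3.0.2. The library holds 3567 barcodes and 14147432 UMIs, with a median of 3344 UMIs and 1347 genes per barcode, and is shallower than the *Tbx21*-wildtype library. As in the paper's methods for Fig 5, cells with 1000 to 3924 genes (*Tbx21*-wildtype) or 1000 to 2467 genes (*Tbx21*-flox) and at most 8% mitochondrial UMIs were kept. Cells past the S or G2/M score limit of their library (0.2 and 0.2, or 0.1 and 0) were removed, and a removal only where both limits are passed was tried as an alternative. This left 6422 *Tbx21*-wildtype cells with a median of 6428 UMIs and 2306 *Tbx21*-flox cells with a median of 3474 UMIs. For scores and shares of cells with a UMI, each cell was thinned to 2400 UMIs, which left out 35 *Tbx21*-wildtype and 159 *Tbx21*-flox cells below that depth. The methods name version 2 of the kit, while the sample labels allow for a later version, and the libraries share 0 barcodes. Kit or batch and genotype therefore cannot be told apart. With 1 library per genotype, no test between genotypes was possible. The targeted gene *Tbx21* had 1328 UMIs in *Tbx21*-wildtype cells, 28.5 CPM (27.0–30.1), and 16 UMIs in *Tbx21*-flox cells, 1.81 CPM (1.04–2.95). The log2 ratio was −3.98 (−4.79 to −3.27) and moved most over all deposited barcodes, to −4.27. Where the deleted part of the gene lies relative to the 3′ reads is not given in the sources used here, so these UMIs do not check the label.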

Integrating the scRNA-seq data from *Tbx21-*wildtype and *Tbx21*-deficient Th17 cells revealed nine different clusters that were annotated according to their gene expression (Fig 5A). 

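The clusters here were meant not to rest on genes that differ between the libraries, since such genes can shape cluster sizes by themselves. The integration of the methods (log-normalization, 500 features, anchors, 20 principal components, resolution 0.5) was therefore run without the marker genes of Th1-like, cytotoxic Th1-like and Th17-like cells and without genes at least 2-fold different between the libraries. No minimum expression was set for this 2-fold rule, so that 6958 detected genes were barred from the features. A cluster led by gamma-delta T cell genes, with 50 *Tbx21*-wildtype and 9 *Tbx21*-flox cells, was removed. This gave 6 clusters. Cluster 1 was unnamed and held 36.3% (35.1–37.5) of *Tbx21*-wildtype and 38.5% (36.5–40.6) of *Tbx21*-flox cells. Cluster 2, also unnamed, held 33.4% (32.2–34.6) and 25.5% (23.7–27.3). The memory-like cluster 3, whose top genes also held *Gzma*, held 18.6% (17.7–19.6) and 24.0% (22.2–25.8). The unnamed cluster 4 held 3.99% (3.52–4.50) and 7.88% (6.81–9.06). Cycling cells in cluster 5 made up 4.47% (3.98–5.01) and 1.83% (1.32–2.46), although the limits on cycling scores differ between the libraries. The interferon response-like cluster 6 held 3.20% (2.78–3.66) and 2.26% (1.70–2.96). With all 500 features, as in the methods, the number of clusters was 9.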

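Without the genes that differ between the libraries, no cluster was Th1-like, so that 0 cells were counted in such a cluster in either library. The Th1-like markers were among the genes left out of the features, so a cluster set apart by them was not expected, and the 0 does not measure how many Th1-like cells there are. With all 500 features, as in the methods, a Th1-like cluster held 685 of 6372 *Tbx21*-wildtype cells (10.8%, interval 10.0–11.5) and 48 of 2297 *Tbx21*-flox cells (2.09%, 1.55–2.76). The genes behind that cluster differ between the libraries. A measure without clusters was the share of thinned cells with UMIs of at least 2 of the 5 genes *Ifng*, *Cxcr3*, *Nkg7*, *Ctsw* and *Ccl5*, which is a range of expression and not a cell type. The paper names *Ifng*, *Nkg7* and *Ctsw* as top genes of its Th1-like cells from these same libraries. These genes and *Ccl5* are also among the 10 genes with the largest fall in the *Tbx21*-flox library. A lower share is therefore in part set by the choice of genes and is not an independent measure. The part of free RNA in this share is not known, and it would add more to the library with more transcripts of these genes. The share was 43.2% (2760 of 6387 cells, 42.0–44.4) in the *Tbx21*-wildtype and 3.54% (76 of 2147 cells, 2.80–4.41) in the *Tbx21*-flox library. Unthinned, the shares were 65.6% and 6.24%, and with at least 3 of the genes they were 21.9% and 0.652%. The difference is far beyond counting error, but no replicate library was available to set it against.

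**Figure D3:**
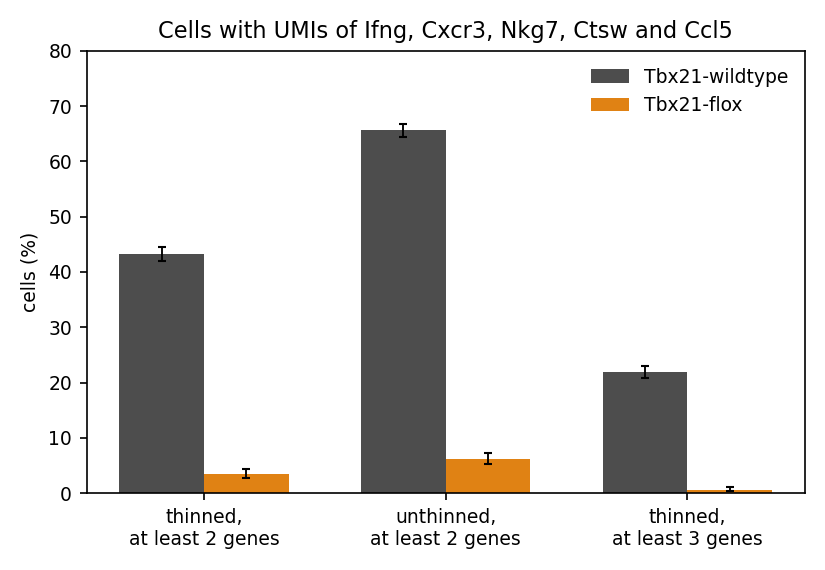
Share of cells (%) with UMIs of several of the genes *Ifng*, *Cxcr3*, *Nkg7*, *Ctsw* and *Ccl5* in the *Tbx21*-wildtype and *Tbx21*-flox libraries, at equal depth (thinned) or as sequenced (unthinned), as bars with exact 95% binomial intervals for counting error only. At equal depth and with at least 2 of the genes, the share is 43.2% in the *Tbx21*-wildtype and 3.54% in the *Tbx21*-flox library.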

One cluster of Th1-like cells was almost absent in *T-bet*-deficient Th17 cells from *Il17aCre x R26eYFP* x *Tbx21-flox* mice (Fig 5B). 

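In the clusters built without marker genes, *Il17a* was highest in the unnamed cluster 4. In *Tbx21*-wildtype cells it was at 1400 CPM (1352–1450) there and next highest in cluster 1 at 1207 CPM (1192–1223). In *Tbx21*-flox cells it was at 2721 CPM (2616–2828), which could not be told from the 2583 CPM (2374–2806) in the cycling cluster 5. *Il17f* was at 1040 CPM (976–1108) in *Tbx21*-flox cells of cluster 4, against 295 CPM (277–314) in cluster 1. In *Tbx21*-wildtype cells these clusters could not be told apart in *Il17f*, with 62.6 CPM (52.7–73.9) and 55.2 CPM (51.9–58.7). Cluster 4 was led by *Ccl1*, *Penk*, *Nrgn*, *Gzmc* and *Cd81*. *Ifng* was spread over these clusters in *Tbx21*-wildtype cells, from 448 CPM in the memory-like cluster to 643 CPM in cluster 1. In *Tbx21*-flox cells it was between 13.5 CPM in the memory-like and 233 CPM in the interferon response-like cluster. With all features, *Ifng* was at 1154 CPM in *Tbx21*-wildtype cells of the Th1-like cluster and 1842 CPM in those of the cytotoxic Th1-like cluster, which held 51 *Tbx21*-wildtype cells and 1 *Tbx21*-flox cell. *Nkg7* was at 783.5 CPM and 1751 CPM in these *Tbx21*-wildtype cells. *Il17a* was at 53.9 CPM in *Tbx21*-wildtype and 173 CPM in *Tbx21*-flox cells of the Th1-like cluster, and at 1671 CPM and 3141 CPM in the cluster where it was highest. These genes helped to define the clusters made with all features.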

Gene expression analyses revealed Th17 associated genes in clusters 3 (Th17_c1) and 4 (Th17_c2) and Th1 associated genes in cluster 5 (Th1-like) and 9 (cytotoxic Th1-like) (Fig 5C and 5D). In addition, Th17 fate cells from *Il17aCre* x *R26eYFP* mice showed a higher Th1 score and Th17 cells from *Il17aCre x R26eYFP* x *Tbx21-flox* infected mice showed a higher Th17 score (Fig 5E).

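At equal depth the mean Th1 score was −0.176 (SD over cells 0.379) in *Tbx21*-wildtype and −0.448 (SD 0.235) in *Tbx21*-flox cells, a difference of *Tbx21*-flox minus *Tbx21*-wildtype of −0.272. The mean Th17 score was −0.259 (SD 0.416) and 0.0848 (SD 0.516), a difference of 0.344. These SDs describe cells, which are not replicates, and no test was run. The Th1 difference moved most with *Ifng* left out of the Th1 score and *Il17a* out of the Th17 score, to −0.113, and the Th17 difference moved most without thinning, to 0.406. The scores were also read by gene. The log2 ratio of *Tbx21*-flox to *Tbx21*-wildtype was −3.30 (−3.43 to −3.17) for *Ifng*, −0.52 (−0.64 to −0.41) for *Cxcr3* and −0.20 (−0.30 to −0.11) for *Stat4*. It was 1.04 (1.01–1.07) for *Il17a*, 2.72 (2.64–2.80) for *Il17f*, 1.84 (1.76–1.92) for *Ccr6* and 0.48 (0.41–0.55) for *Stat3*. With *Tbx21* itself, these 8 genes went in the direction of their score under each of the 7 scalings and cell sets tried.

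**Figure D4:**
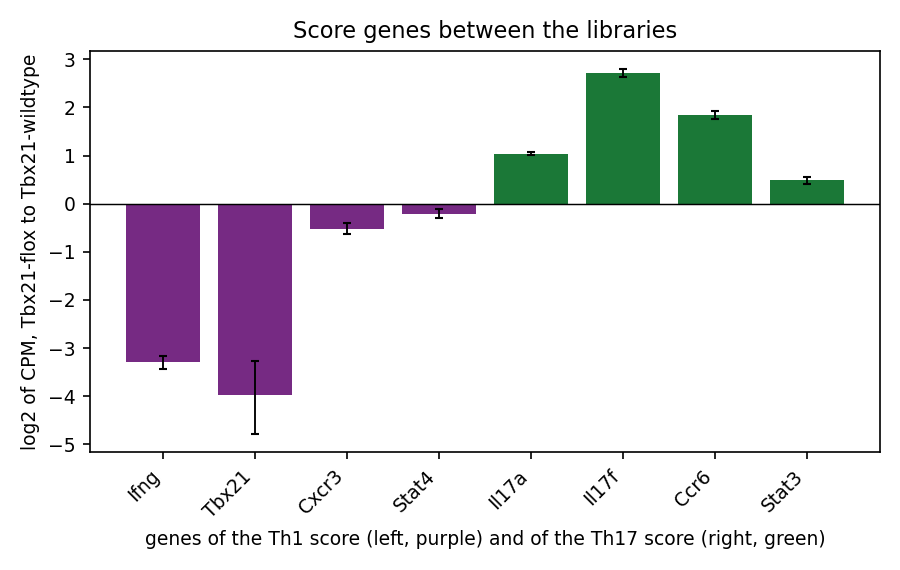
Log2 ratio of CPM in *Tbx21*-flox to *Tbx21*-wildtype cells for genes of the Th1 score (left) and of the Th17 score (right), as bars with exact 95% intervals for counting error only. The plotted Th1 score genes lie below 0, from −3.98 for *Tbx21* to −0.20 for *Stat4*, and the Th17 score genes above 0, from 0.48 for *Stat3* to 2.72 for *Il17f*.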

**Fig 5:**
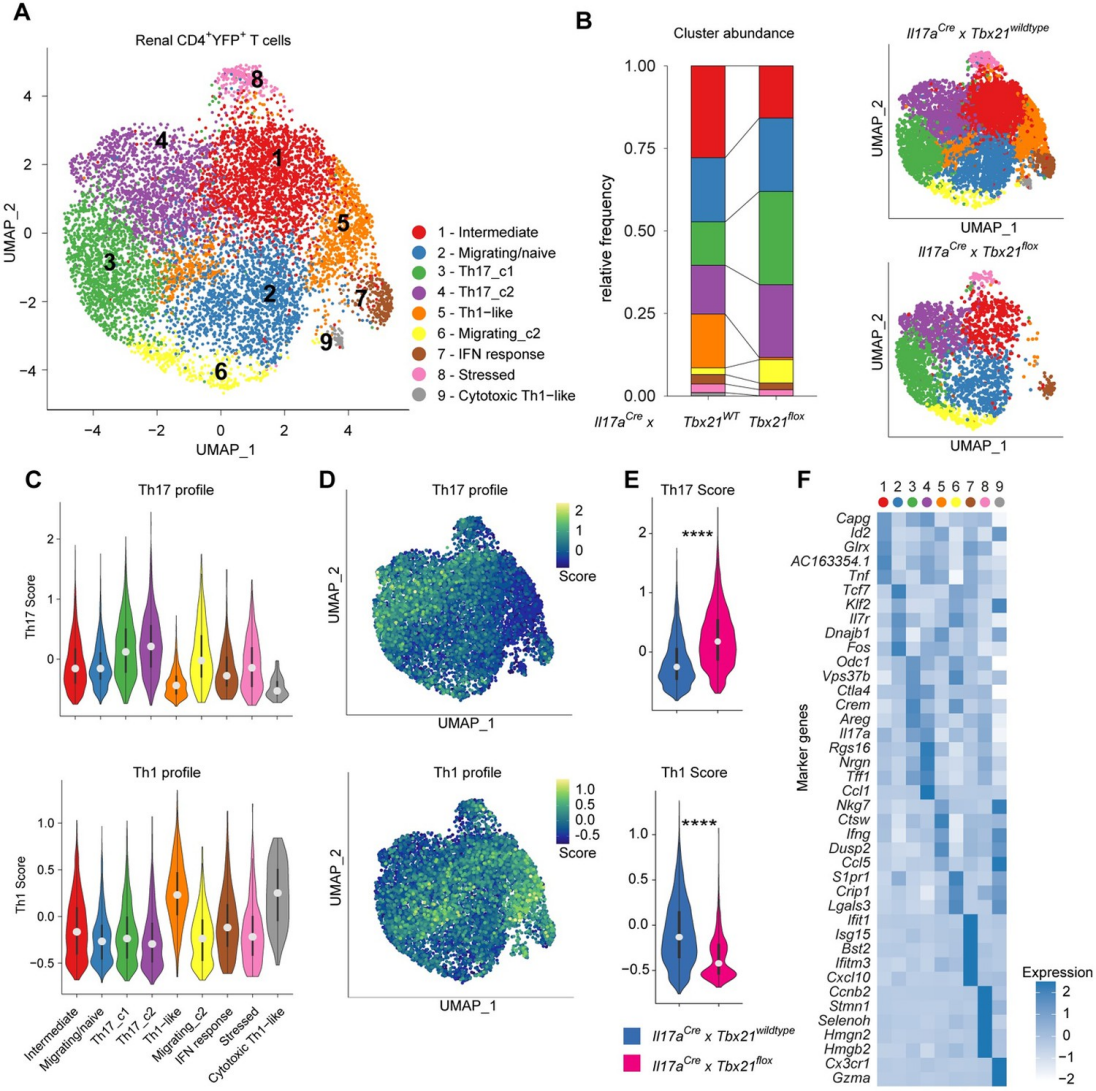
T-bet-deficiency affects Th17 plasticity to Th1-like ex Th17 cells in infected kidneys. (A) UMAP dimensional reduction and (B) Cluster abundance of renal YFP^+^ CD4^+^ T cells 10 days after *S*. *aureus* infection of *Il17aCre x R26eYFP x Tbx21-wildtype* (cells pooled from n = 7 mice) *and Il17aCre x R26eYFP x Tbx21-flox* (cells pooled from n = 6 mice) mice analyzed by single cell RNA-sequencing. (C) Th17 and Th1 scores in the clusters as indicated. (D) Comparison and (E) Quantification of Th17 and Th1 scores in cells from *Tbx21-flox* and *Tbx21-wildtype* mice; Wilcoxon test, two sided, **** p<0.0001. (F) Differential gene expression of the top five genes most specific for each cluster of renal YFP^+^ CD4^+^ T cells 10 days after *S*. *aureus* infection.

Th17 cells with T-bet-deficiency might show an arrest in their transdifferentiation to Th1-like cells. 

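Both libraries were ordered together from the cluster with the highest *Il17a*, on the principal components built without marker genes and without genes that differ between the libraries. Late cells were those past the point that sets 1275 *Tbx21*-wildtype cells (20.0%) apart. Of the *Tbx21*-flox cells, 419 (18.2%, interval 16.7–19.9) were late, which could not be told from the *Tbx21*-wildtype share (19.0–21.0). With all 500 features the share was 15.9% (14.4–17.5), below the *Tbx21*-wildtype interval, and with the same limits in both libraries it was 18.4% (17.0–19.9). Along this ordering the mean Th1 score of late *Tbx21*-wildtype cells exceeded that of the others by 0.0117 only, and *Ifng* was at 457 CPM in late and 576 CPM in other *Tbx21*-wildtype cells. The ordering thus does not lead to Th1-like cells and is not the trajectory of S3C Fig. Late *Tbx21*-flox cells had *Ifng* at 48.6 CPM.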

Trajectory analyses using the slingshot algorithm exhibited a trajectory line from cluster 3 (high Th17 gene profile) to cluster 5 (high Th1 gene profile), which is absent in Tbx21-deficient cells (S3C Fig). *IFNg* but also *Nkg7* and *Ctsw* are among the top genes most exclusively expressed by these cells (Fig 5F). 

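*Ifng* was at 555.5 CPM (549–562) in *Tbx21*-wildtype and 56.6 CPM (51.7–61.8) in *Tbx21*-flox cells. *Nkg7* was at 203 CPM (199–207) and 15.0 CPM (12.5–17.7), a log2 ratio of −3.76 (−4.02 to −3.51). *Ctsw* was at 234 CPM (229–238) and 40.1 CPM (36.1–44.5), a log2 ratio of −2.54 (−2.70 to −2.39). At equal depth *Ifng* was detected in 41.4% (40.2–42.7) of *Tbx21*-wildtype and 5.87% (4.91–6.95) of *Tbx21*-flox cells, *Nkg7* in 23.9% (22.9–25.0) and 1.91% (1.37–2.58), and *Ctsw* in 34.6% (33.4–35.8) and 7.69% (6.59–8.89). Unthinned, the *Ctsw* share in *Tbx21*-wildtype cells was 56.5%, the largest move. Within the clusters built without marker genes, each of the 3 genes was lower in *Tbx21*-flox cells in 6 of 6 clusters, with every interval below 0. The log2 ratio by cluster lay between −5.05 and −1.40 for *Ifng*, −4.77 and −0.89 for *Nkg7*, and −2.96 and −1.73 for *Ctsw*. The 3 genes were left out of the features behind these clusters, so cells that express them were spread over the clusters. A fall over the whole library would then recur in each cluster, and the count of clusters is no separate result.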

Taken together, this data supports the notion that *Tbx21*/T-bet is essential for transdifferentiation of Th17 cells in *S*. *aureus* infection to Th1 like cells.

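Over the 11 genes of the Th1-like marker list, the median log2 ratio of *Tbx21*-flox to *Tbx21*-wildtype was −2.97, below each of 10000 random lists matched on mean expression, of which 95% had a median between −0.53 and 0.35. Against the list, *Gzmb* was higher in the *Tbx21*-flox library, with a log2 ratio of 1.55 (1.33–1.77). The 11 Th17-like markers had a median of 0.92, above each of the random lists (−0.30 to 0.42). Against this list, *Il1r1* was lower in the *Tbx21*-flox library, with a log2 ratio of −0.35 (−0.49 to −0.21). Both exceptions were singled out after their values were seen. These figures describe a pair of libraries and not a test of the genotypes. The Th1-like list holds *Tbx21* itself and *Ifng*, *Nkg7* and *Ctsw*, which the paper names from these same libraries. Its low rank is therefore in part set by the choice of genes. The Th17-like list holds genes of the Th17 score, whose rise is given above, so its rank is no separate result. The paper reasons that a Th1-like cluster is almost absent among T-bet-deficient Th17 fate cells, that their Th1 score is lower and their Th17 score higher, and that a trajectory from Th17 to Th1-like cells is missing in them. From this the paper proposes that *Tbx21*/T-bet is essential for the transdifferentiation of Th17 cells to Th1-like cells in this infection.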

### Th1-exTh17 cells drive bacterial clearance in the kidney

After identifying a population of T-bet-dependent Th17 fate cells by scRNA-seq, we aimed at understanding the role of these cells in *S*. *aureus* infection and in particular their role in the control of the pathogen. After infection with *S*. *aureus*, an extended level of bacteria and abscess formation in the kidney was found in mice with T-bet-deficiency in Th17 fate cells at day 10 after infection compared to T-bet/*Tbx21*-wildtype mice (Fig 6A–6C).

**Fig 6:**
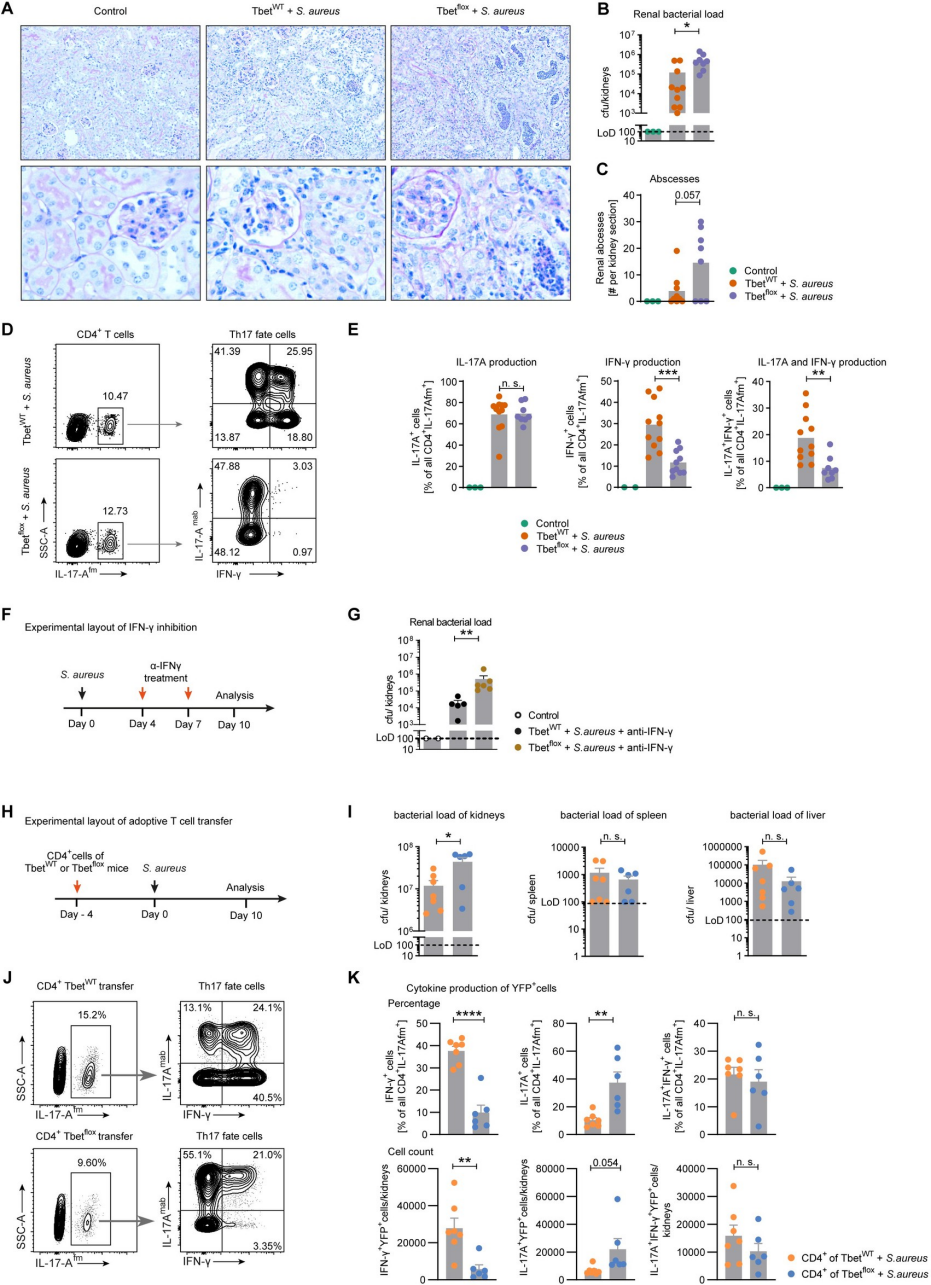
*Tbx21* expressing renal Th17 cells drive bacterial clearance in the kidney. (A) Abscess formation in PAS staining of kidney sections in control mice and 10 days after *S*. *aureus* infection in Th17 fate reporter mice (*Il17aCre x R26eYFP*) and T-bet-deficient fate reporter mice (*Il17aCre x R26eYFP* x *Tbx21-flox*). (B) Quantification of abscesses per stained kidney section 10 days after *S*. *aureus* infection; bars representing mean, individual mice displayed by dots in Dunnett’s multiple comparison one-way ANOVA analysis. (C) Quantification of bacterial load 10 days after *S*. *aureus* infection; bars representing mean individual mice displayed by dots, * p<0.05 in Dunnett’s multiple comparison one-way ANOVA analysis. (D) Flow cytometry of renal YFP^+^ CD4^+^ T cells 10 days after *S*. *aureus* infection as indicated and (E) Quantification of cytokine expression; bars representing mean, individual mice displayed by dots, not significant (n.s.), *p<0.05, ** *p*<0.01, *** *p*<0.001 in Dunnett’s multiple comparison one-way ANOVA analysis (representative for one of two independent experiments). (F) Th17 fate reporter mice (*Il17aCre x R26eYFP*) and T-bet-deficient fate reporter mice (*Il17aCre x R26eYFP* x *Tbx21-flox*) were treated with neutralizing anti-IFN-γ antibody as indicated. (G) Quantification of bacterial load at day 10 after *S*. *aureus* infection (** p<0.01 in Dunnett’s multiple comparison one-way ANOVA analysis. (H) *Rag1*^-/-^ mice were injected i.v. with 5x10^5^ CD4^+^ cells from *Il17aCre x R26eYFP* or *Il17aCre x R26eYFP* x *Tbx21-flox* mice before *S*. *aureus* infection. (I) Quantification of bacterial load at day 10 after after *S*. *aureus* infection in kidney, liver and spleen. (J) Flow cytometry of renal YFP^+^ CD4^+^ T cells and (K) Quantification of cytokine expression. Not significant (n.s.), * p<0.05, ** *p*<0.01, **** *p*<0.0001 in two-tailed unpaired t-test (pooled data from two independent experiments). Bars representing mean, individual mice displayed by dots.

To further evaluate the interleukin expression of Th17 fate cells, we performed flow cytometry of T cells from the kidney after infection. This analysis verified similar IL-17A production of Th17 fate cells from *Il17aCre x R26eYFP* mice and *Il17aCre x R26eYFP x Tbx21-flox* mice. In contrast, levels of IFN-γ producing cells in *Il17aCre x R26eYFP x Tbx21-flox* mice were reduced compared to wildtype mice. This affected both IL-17A^+^/IFN-γ^+^ and IL-17A^neg^/IFN-γ^+^ cells (Fig 6D and 6E). Of note, IFN-γ production by YFP^neg^ CD4^+^ T cells was not altered (S4A and S4B Fig).

To investigate if Th1exTh17 cells exert their antibacterial properties by IFN-γ, we neutralized this cytokine using a monoclonal antibody. Anti-IFN-γ treatment at day 4 and 7 during *S*. *aureus* infection (Fig 6F) of *Il17aCre x R26eYFP* mice and *Il17aCre x R26eYFP x Tbx21-flox* mice did not reverse the phenotype of higher bacterial load in mice with T-bet-deficient Th17 fate cells (Fig 6G). Flow cytometry of YFP^pos^ CD4^+^ T cells displays reduction of IFN-γ production in T-bet deficient mice (S4C and S4D Fig) and support our observations in IFN-γ deficient mice (see Fig 2G and 2H). While this data indicates that IFN-γ is dispensable for the elimination of renal *S*. *aureus*, it underscores the impact of a T-bet-dependent anti-bacterial Th17 cell subset.

In addition to CD4^+^ T cells, we had identified also γδ T cells to contribute to renal IL-17A in *S*. *aureus* infection (S2A–S2C and S4E and S4F Figs). Since we could not exclude that T-bet positive γδ T cells are responsible for bacterial clearance, we performed adoptive CD4^+^ T cell transfer from either *Il17aCre x R26eYFP* mice or *Il17aCre x R26eYFP x Tbx21-flox* mice into RAG^-/-^ mice (Fig 6H). Our analysis shows higher bacterial load in the kidney of mice transferred with *Tbx21-flox* cells. In contrast, there was no difference between the two groups in bacteria isolated from liver and spleen (Fig 6I). Note that the kidney yielded the highest bacterial numbers also in the T cell transfer model.

While the expression of IL-17A was higher in T-bet/*Tbx21-flox* CD4^+^ cells and IFN-γ was increased in T-bet-competent CD4^+^ cells, the co-expression of IL-17A and IFN-γ was not different between these groups (Fig 6J and 6K). Characterization of renal CD11b^+^ cells did not show major differences (S4G and S4H Fig). Taken together, our data support the notion that T-bet expressing cells of the Th17 fate are highly efficient in supporting the elimination of *S*. *aureus* in the kidney.

## Discussion

The adaptive immune response to bacterial challenges remains incompletely understood. In this study, we identify a key role of Th17 cells during bacterial clearance in the kidney. In particular, we found that T-bet/*Tbx21*-expression in Th17 cells gives rise to a highly effective anti-bacterial T cell subset.

Comparative analysis of different tissues revealed a robust T cell response particularly in the kidney of mice after *S*. *aureus* infection. This is in line with a recent publication, in which we identified the highest bacterial titers after systemic *S*. *aureus* infection in the kidney [19]. In the present study, we investigated the early adaptive immune response to *S*. *aureus* infection and found IL-17A-producing CD4^+^ T cells to be highly abundant in the kidney. It is well established that *in vitro* co-culture of *S*. *aureus* antigens with immune cells drives a robust Th17 cell response [11,29]. In this study, we provide evidence that Th17 cells indeed play a major role in controlling *S*. *aureus* infection in living animals. This is in line with a report indicating that T cells contribute to bacterial clearance in the kidney [30]. Furthermore, neutralizing IL-17A in local *S*. *aureus* infection resulted in larger abscesses in the skin [31]. Our data extents these results and indicates that Th17 cells contribute to bacterial clearance in the kidney.

The concept of terminally differentiated T cell subsets has been challenged in the past decade by studies showing transdifferentiation of T cells, including the plasticity of Th17 cells into Th1 [32,33] or Tr1 [28] phenotypes. A high degree of Th17 cell plasticity has been demonstrated in several mouse models of autoimmune diseases such as experimental autoimmune encephalomyelitis, a model of multiple sclerosis [27], and in RB high colitis, a model of inflammatory bowel disease [34] using adoptive cell transfer of purified T cell subsets or fluorescent fate reporter mice. In contrast, in the murine kidney, we have seen very limited Th17 cell plasticity in mouse models of immune-mediated renal disease [26]. The findings of varying degrees of Th17 cells plasticity in different tissues and under different inflammatory triggers suggest that T cell plasticity strongly depends on the local micro-environment. In this study, we observed a high level of Th17 cell plasticity in the kidney after *S*. *aureus* infection based on intracellular cytokine staining. By employing scRNA-seq of Th17 cells, we obtained the full picture of Th17 heterogeneity in the kidney in bacterial infection. Using RNA-slingshot analysis, we identified a trajectory from IL-17A expressing cells to Th1-like cells with expression of *Ifng* and *Cxcr3*. The potential of Th17 cells to develop into Th1 phenotypes is in line with previous publications from animal models of autoimmune diseases. Specifically, Brucklacher-Waldert *et al*. have investigated *Tbx21*-deletion in Th17 cells [35]. In line with this publication, T-bet-deficiency in ex-Th17 cells hinders the development of IFN-γ expressing cells, but IL-17A and IFN-γ co-producing cells still emerge. However, while *Helicobacter hepaticus* infection in the intestine is not altered by T-bet-deficiency in ex-Th17, our data in *S*. *aureus* infection shows T-bet-dependent anti-bacterial function of Th1 phenotypes that derive from Th17 cells.

The function of T-bet in T cells might be depending on the local micro-environment in the tissue. In models for immune-mediated diseases, Th17 cells that produce T-bet-dependent IFN-γ have been shown to be proinflammatory in the central nervous system [36] but T-bet expression in Th17 cells can also modify intestinal inflammation by regulating IL-23 receptor [37]. Our results add to this knowledge by showing that proinflammatory cells can have protective properties in bacterial infection in the kidney, while clearance of extrarenal bacteria does not seem to be dependent on T-bet expression by Th17 cells. Our scRNA data indicate that cells from cluster 5 in Fig 5A have a specific pathogen related function to clear infections with *S*. *aureus*. Although IFN-γ is upregulated during infection and particularly expressed by these transdifferentiated Th1 cells, this cytokine alone seems not to be the key factor of bacterial clearance, since neither *INFg*^-/-^ mice have higher bacterial burden after infection nor does anti-IFN-γ treatment reverse the phenotype in conditional T-bet-deficiency in Th17 cells. It is reasonable to speculate that not one single cytokine of transdifferentiated Th1 cells is responsible for the function but that a certain anti-bacterial profile cumulatively confers these effects. Future studies are required to uncover the precise effector functions of these protective anti-bacterial transdifferentiated Th1 cells.

Plasticity is supported by a publication showing that adoptive transfer of Th17 polarized cells into TCR αβ-deficient mice resulted in increasing numbers of IFN-γ expressing cells [38]. However, based on the design of this study, it was not possible to distinguish Th17 cell plasticity from expansion of Th1 cells that were co-transferred. Our approach using Th17 fate reporter mice shows plasticity of Th17 cells by cytokine profile analysis and single cell RNA-sequencing. Moreover, we show the functional relevance of this transdifferentiation by using *Tbx21*^flox^ animals in combination with the *Il17a-Cre* mice in *S*. *aureus* elimination and highlight *Tbx21*-expressing ex-Th17 cells as an important T cell subset that comprises highly efficient anti-bacterial properties.

In conclusion, our study provides experimental data that supports the role of Th17 cells in the immune response to *S*. *aureus* infection in mice. We have uncovered a population of effector T cells in the kidney with expression of *Tbx21* derived from Th17 cells that is highly effective in bacterial clearance. These data indicate, that therapeutic depletion of Th17 cells or neutralizing their cytokines in settings of autoimmune diseases [39] might have detrimental effects in systemic infections. Further studies are needed for a better understanding of the tissue-specific immune response to advocate bacterial clearance by supporting the T cell mediated immune response in the local micro-environment in order to reduce associated high mortality as well as the resulting tissue damage.

## Materials and methods

### Ethics statement

All animal experiments were conducted according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals as well as the German law for the welfare of animals. All animal experiments were approved by local authorities (BGV Hamburg, G35/16 and G82/19).

### Mice

All experiments were conducted with age-matched (6 to 10 weeks old) mice on C57BL/6 background raised in specific pathogen free conditions at the animal facility of the University Medical Center Hamburg-Eppendorf. The following transgenic mouse strains were used: *Il17a*^-/-^mice [40], *Il17aCre* [27], *R26eYFP* [27], IL-17fate+ (*Foxp3*^*RFP*^ x *LIL-10*^*eGFP*^ x *IL-17A*^*Kat*^ x *Il17aCre x R26eYFP* mice), [28,41,42]. *Ifng*^-/-^ mice were purchased from the Jackson Laboratory (Bar Harbor, ME) and *Tbx21*^fl/fl^ were provided by Steven L. Reiner (Columbia University, New York, NY) [43].

### S. aureus sepsis

Bacteria (*S*. *aureus* strain SH1000) were homogenized by ultrasound and injected in tail vein of the mice in 100 μl PBS (Gibco by Life Technologies, Karlsbad, California). Bacteria were injected at indicated concentration (cfu/μL). For quantification of renal bacteria, kidneys were dissected and incubated for 40 min at 37°C in RPMI1640 medium (including 0.01 M HEPES; 0.5 mL filtered FBS and 0.4 μg/ mL DNase and 8 μg/ mL collagenase D). GentleMACS (Miltenyi Biotec, Bergisch Gladbach, Germany) and sonication for 60 seconds using a Bandelin Sonorex Super RK103 were used for homogenization.

For quantification of hepatic or splenic bacteria these organs were passed through 70 μm nylon mesh (Corning, Corning, New York) and resuspended in PBS before sonification. The samples were incubated for 24 h at 37°C on LB agar plates and colonies were counted. *S*. *aureus* was verified by MALDI-TOF.

### Anti-IFN-γ treatment and CD4^+^isolation and transfer

For anti-IFN-γ, mice were treated on day 4 and 7 after *S*. *aureus* infection with 500 μg/mouse i.p. α-Interferon-γ antibody XMG1.2. For T cell transfer, Leucocytes were isolated as described above from spleen of donor mice. CD4^+^ isolation was performed with the CD4^+^ T Cell Isolation Kit, mouse (Miltenyi Biotec) with manual cell separation by LS columns and MACS separator. 5x10^5^ CD4^+^ cells were injected intravenously per mouse. After 3 days, mice were infected with *S*. *aureus* as described above.

### Leukocyte isolation

Kidneys were dissected and incubated for 40 min at 37°C in RPMI medium (including 0.01 M HEPES; 0.5 mL filtered FBS and 0.4μg/ mL DNase and 8 μg/ mL collagenase D). The samples were homogenized using a gentleMACS (Miltenyi Biotec). Lymphocytes were enriched by Percoll gradient (37% in PBS). Spleen tissue was passed through 70 μm nylon mesh (Corning, Corning, New York) before erythrocyte lysis (17 mM Tris-HCl (pH 7.6) and 144 mM ammonium chloride). Cells were washed and given through a 40 μm nylon mesh (Corning, Corning, New York) with HBSS. The vitality of the cells was measured by staining with Trypan blue solution 1:1 (0.4% Sigma- Aldrich, St. Louis, Missouri). Liver tissue was passed through a 100 μm nylon mesh (Corning, Corning, New York) in HBSS. Lymphocytes were enriched using a 37% Percoll gradient including 20 Units heparin and erythrocyte lysis buffer.

Small intestine was washed with PBS after extraction and shaken in PBS including 2 mM dithiothreitol. The samples were incubated for 30 min at 37°C at 200 rpm in PBS (10% FBS, 0.22 mM sodium pyruvate, 4.4 M HEPES, 2.2 M EDTA, 11 μg streptomycin, 11 Units penicillin and 0.011 mg/ mL polymyxin B). The tissue was passed through a 100 μm nylon mesh (Corning, Corning, New York) and incubated for 45 min at 37°C in RPMI medium (including 0.01 M HEPES; 0.05 μg/ mL streptomycin; 0.05 Units penicillin; 10% filtered FBS, 0.4 μg/ mL DNase and 8 μg/ mL collagenase D) in slow rotation in the MACS-Mix Tube Rotator (Miltenyi Biotec). After homogenization by gentleMACS (Miltenyi Biotec), the tissue was solubilized through a 70 μm nylon mesh (Corning, Corning, New York) in RPMI1640 medium (including 0.01 M HEPES; 0.05 μg/ mL streptomycin; 0.05 Units penicillin and 0.5 mL FBS). Lymphocytes were enriched using a 37% Percoll gradient.

For the analysis of mononuclear phagocytes, extracellular staining with CD45 AF700 (1:80) 30-F1, CD3 BV785 (1:250) 145-2C11, CD11c V450 (1:100) HL3, CD11b PE-Cy7 (1:500) M1/70, MHC2 BV510 (1:160) M5/114.15.2, F4/80 APC (1:150) BM8, Ly6g PerCP (1:100) 1A8, Ly6c APC-H7 (1:200) HK1.4, CD86 BV650 (1:400) GL-1 and CD80 BV605 (1:300) 16-10A1 for 20–25 min at room temperature. LIVE/DEAD Fixable Red Dead Cell Stain Kit (1:3000) in PBS (Live Technologies, Karlsbad, California) was used for labelling of dead cells for 2 min at room temperature before erythrocyte lysis (17 mM Tris-HCl (pH 7.6) and 144 mM ammonium chloride). Liver tissue was passed through a 100 μm and 40 μm nylon mesh (Corning, New York) in PBS and further processed like kidney tissue.

### Flow cytometry

For stimulation, leucocytes were incubated in X-Vivo 20 Serum-free Hematopoietic Cell Medium (Lonza, Basel, Switzerland) supplemented with β-mercaptoethanol, brefeldin A, PMA and ionomycin for 3–4 h at 37°C at 5% CO_2_ (Heraeus instruments, Hanau, Germany). To prevent unspecific binding, leucocytes were incubated in blocking solution (MACS buffer containing 10% mouse serum) for 5 min at 4°C. Next, samples were stained with the following antibodies: CD45 PercP (1:100) 30-F1, CD4 BV605 (1:600) RM4-5, CD8 BV 785 (1:1000) 53–6.7, CD3 AF700 (1:50) 145-2C11, γδTCR BV510 (1:100) eBio GL3 for T cell staining for 20–25 min at 4°C. To define ILCS and other leucocytes subsets the following antibodies were used: CD45 PerCP (1:200) 30-F11, IL-7Rα-CD127 PE-Cy7 (1:100) A7R34, Thy1.2-CD90.2 BV510 (1:200) 30-H12, CD4 BV650 (1:100) RM4-5, CD8 BV785- (1:200) 53–6.7, CD3 AF700 (1:50) 17A2, gdTCR FITC (1:100) GL3 and a combination of lineage markers (Lin-BV605), including CD5 (1:200) 53–7.3, CD11b (1:1000) M1/70, CD11c (1:200) HL-3, CD19 (1:400) 6D5, CD49b (1:800) HMα2, TCR-β (1:400) H57-597, GR-1 (1:400) RB6-8C5, NK1.1 (1:200) PK136 and Ter119 (1:200) Ter119. LIVE/DEAD Fixable Near-IR Dead Cell Stain (1:1000) in PBS (Live Technologies, Karlsbad, Carlifornia) or LIVE/DEAD Fixable Read Dead Stain Kit (Invitrogen) was used for labelling of dead cells for 25 min at 4°C. For intracellular staining, of T cells the cells were fixed with 3,7% formalin for 17 min at 4°C and of ILCs for 30 min at room temperature. Afterwards leucocytes were incubated with 0.1% IGEPAL (Sigma- Aldrich, St. Louis, Missouri) in MACS buffer for 4 min at 4°C and stained with the following antibodies: IL-17A BD (1:1000) TC11-18H10, IFN-γ eBio (1:1000) XMG1.2 for 30 min at 4°C for intracellular staining of T cells. In case of ILC staining, cells were stained in Perm Wash buffer (eBioscience) supplemented with a combination of intranuclear and intracellular markers with fluorochrome-coupled antibodies against ROR-γt APC (1:300) Q31-378, IL-17A PE (1:200) TC11-18H10 and IFNγ BV711 (1:200) XMG1.2 and stained overnight at 4°C.

For assessment of leucocytes counts in the kidney or liver by flow cytometry, cells were mixed with CountBright absolute counting beads (Life Technologies, Karlsbad, Carlifornia) and CD45 PerCP mAb (1:200). The individual cell frequencies were adjusted to the CD45 cell count. Flow cytometry was performed with a BD FACS LSRII or a LSR II Fortessa (BD Biosciences, Franklin Lakes, New Jersey) and data was analyzed with FlowJo (Tree Star).

### Single cell RNA-isolation and library construction

Renal CD45^+^CD3^+^CD4^+^YFP^+^ cells from *Il17aCre x R26eYFP* mice were sorted using an Aria Fusion cytometer (BD Biosciences, Franklin Lakes, New Jersey) and collected in MACS buffer containing 2% FCS. These FACS-sorted cells underwent droplet-based single cell analysis and transcriptome library preparation using the Chromium Single Cell 3´ Reagent Kits v2, Chromium Single Cell 3´Library & Gel Bead Kit v2, Chromium Single Cell A Chip Kit and Chromium i7 Multiplex Kit according to the manufacture´s protocols (10x Genomics, Pleasanton, California).

### Pre-processing, dimensional reduction and cluster of single-cell RNA sequencing data

The processing of the single-cell data was done using the R software version 4.0.0 (2020-04-24). For the sake of reproducibility, we set the global seed to 0. If not mentioned otherwise, we ran the methods with default parameters. The R-Package Seurat (version 4.0.1) was used for pre-processing, dimensional reduction and cluster identification.

For the analysis of cells from IL-17A fate reporter mice, we removed cells according to the number of different genes expressed per cell (nGenes) (<673 (10th quantile) and >3924 (95th quantile)) and their percentage of mitochondrial genes (>8% mitochondrial genes). Next, the data was normalized and mitochondrial confounding effects diminished by applying Seurat’s SCTransform [44] and adjusting for the percentage of mitochondrial genes. For dimensional reduction, principal components (PC) were calculated using the method Run PCA (features = Variable Features). We selected the PCs 1–40 to construct the Shared Nearest Neighbor Graph (Method: ‘Find Neighbours’) and the UMAP-Space (Method: ‘Run UMAP’). The clusters were calculated by the Louvain algorithm (Find Clusters (resolution = 0.6)). While identifying the resulting clusters, we removed two clusters with high scores for cycle phases S, G2, M and another cluster with low alpha/beta TCR expression.

For comparative analysis of wildtype and Tbx21-deficient cells, we removed cells according to the number of different genes expressed per cell for *Il17a*^*Cre*^*xTbx21*^*wt*^ (<1000 and >3924 (95th quantile)) and *Il17a*^*Cre*^*xTbx21*^*flox*^ (<1000 and >2467 (95th quantile)) and their percentage of mitochondrial genes (>8%) independently. Additionally, cells with high cell cycle scores (Method: ‘Cell Cycle Scoring’), were removed (*Il17a*^*Cre*^*xTbx21*^*wt*^: S-score >0.2 and G2/M-score > 0.2 / *Il17a*^*Cre*^*xTbx21*^*flox*^: S-score >0.1 and G2/M-score > 0). Next, *Il17a*^*Cre*^*xTbx21*^*wt*^ and *Il17a*^*Cre*^*xTbx21*^*flox*^ were integrated by log-normalization each sample independently (Method: ‘NormalizeData’), selection of the top 500 variable genes common in both samples (Method: ‘Select Integration Features’) and identification of common anchors (Method: ‘Find Integration Anchors’). The samples were integrated using Seurats IntegrateData and the data was scaled by removal of mitochondrial confounding effects (Method: ‘Scale Data’). The PCs 1–20 were used to construct the Shared Nearest Neighbor Graph (Method: ‘Find Neighbours’) and the UMAP-Space (Method: ‘Run UMAP’). The clusters were calculated by the Louvain algorithm (Find Clusters (resolution = 0.5)). Clusters with low alpha/beta TCR expression were removed. Finally, clustering and dimensional reduction steps were performed.

### Differential expression, Modulscores and statistic tests

The differential expressed (DE) genes were determined by using the function ‘FindAllMarkers’ (min.pct = 0.1, logfc.threshold = 0.25, only.pos = T) and subsequently keeping only genes with an adjusted p-value < 0.01. The clusters were annotated according to the DE genes and curated marker genes. We used Seurat’s function ‘AddModulScore’ to build a Th17 score (gene list: *Il17a*, *Il17f*, *Rorc*, *Ccr6*, *Stat3*) and a Th1 score (gene list: *Ifng*, *Tbx21*, *Ccr5*, *Cxcr3*, *Stat4*). The significance between two modul scores were computed using Wilcoxon-test (function: ‘wilcox.test’)

### Th17 trajectory construction and analysis

To construct the trajectories, we ran the R-Package slingshot (version 1.8.0) and its function slingshot (omega = T, stretch = FALSE). Seurat’s UMAP coordinates and clusters were provided as data input. Cluster 3 annotated with Th17 was set as the start cluster. Next, we wanted to determine which genes alter along the slingshot trajectories. We used the R-package trade Seq (version 1.4.0) and fitted a generalized additive model on the genes by applying the method fit GAM (nknots = 6). As count matrix, we took the raw counts of the Seurat object and kept only variable genes. The cell weights and pseudotime was transferred by giving the slingshot object. Subsequently, we tested for genes associated with pseudotime using slingshots association test (lineages = T). To create Fig 4D, we used the method predict Smooth (nPoints = 50) to predict the expression of the top 50 genes ordered by Wald statistic for 50 timestamps along the pseudotime trajectory of lineage 1. Subsequently, we visualized the predicted gene expression of these genes using the function pheatmap (cluster_col = FALSE, border_color = NA, scale = "row”) from the R-Package pheatmap (version 1.0.12).

### Histology

Kidney was fixed overnight in 4% paraformaldehyde, washed with PBS and embedded in paraffin with a tissue processor (Leica, Wetzlar, Germany). For GR1 staining, paraffin blocks were cut with a microtome (Leica) to 1.5 μm sections. Sections were transferred to a kryo frost microscope slide (Super Frost/Plus, Glaswarenfabrik Karl Hecht GmbH& Co. KG, Sondheim vor der Rhön, Germany) and incubated over night at 40°C. Paraffin was removed by a descending alcohol series ended in distillated water (dH_2_O). Sections were framed with Dakopen (DAKO, Hamburg, Germany) to keep solutions on the slide. Slides were unmasked with proteinase digestion, washed with PBS + 0.2% Tween and blocked with blocking buffer from ZytoChem Plus (AP) Polymer Bulk Kit- Polap 100 (Zytomed Systems, Bargteheide, Germany). Slides were incubated with the primary antibody anti-mouse Ly6G (1:5000) NIMP-R14 overnight at 4°C. Biotinylated rabbit anti-rat IgG antibody, mouse adsorbed Vector (1:200) was used as bridge-antibody and incubated at room temperature for 30 min. For AP-reaction incubation with anti-rabbit ap complex from polapkit 30 min at room temperature, and for detection 12 min in new fuchsine solution prepared with 150 mL Tris-sodium puffer (2,08 M Tris, 6,16 M sodium chloride and 32,6 M Tween 20 solved in 1M HCl) supplemented with 7.5 mL 4% sodium nitrite, 0.3 mL Neufuchsin solution (136 mM in 2 M HCl) and 750 mg naphthol-AS-Bi-phosphate mixture (0.044 mmol naphthol-AS-Bi-phosphate and 10.26 mmol NN-dimethylformamide). Before nucleus staining with haematoxylin slides were washed with dH_2_O. Slides were covered with gummi arabicum and cover glass. Slides were analyzed by counting GR1^+^ cells in 10 visual fields and 15 glomeruli in 200x optical magnification (Zeiss Scope.A1 Axio, Oberkochen, Germany). Kidney abscesses per section were counted on these slides.

For CD3 staining, paraffin blocks were cut with a microtome to 1.5 μm sections. Sections were transferred to a kryo frost microscope slide and incubated over night at 40°C. Paraffin was removed by a descending alcohol series ended in dH_2_O. Slides were unmasked by cooking on 90°C in Dako-buffer pH 9 for 15 min and cooled down on room temperature for 25 min. Sections were framed with Dakopen (DAKO, Hamburg, Germany) to keep solutions on the slide. Blocking was performed with blocking buffer from polapkit. The primary antibody rabbit polyclonal anti-human CD3 DAKO (1:1000) was incubated overnight at 4°C. For AP-reaction incubation with anti-rabbit ap complex from polapkit 30 min at room temperature and for detection 12 min in new fuchsin solution in the dark. Before nucleus staining with haematoxylin slides were washed with distillated water. Slides were covered with gummi arabicum and cover glass. Slides were analyzed by counting CD3^+^ cells in 15 visual fields and 15 glomeruli in 400x optical magnification.

For PAS staining, paraffin blocks were cut with a microtome to 1.0 μm sections. Sections were transferred to a microscope slide and incubated over night at 40°C. Paraffin was removed by a descending alcohol series ended in dH_2_O. Sections were incubated for 15 min at room temperature in 1% periodic acid, washed with dH_2_O, incubated in Schiff reagent for 40 min at room temperature and washed with dH_2_O. Nucleus staining was performed by staining with haematoxylin for 1 min and bleached with HCL alcohol. Slides were drained by an ascending alcohol series and were covered in Eukitt and cover glass.

For Gram staining, paraffin blocks were cut with a microtome to 2.0 μm sections. Sections were transferred to a microscope slide and incubated over night at 40°C. Paraffin was removed by a descending alcohol series ended in dH2O. Sections were first incubated 10 min at room temperature in nuclear fast red solution, second in gram´s crystal violet solution for 5 min and third in Lugol’s solution for 1 min at room temperature. Slides were bleaches with Anilin (Emsure, Merck Millipore, Darmstadt, Germany) for 2 min, drained with 100% ethanol and xylol and covered in Eukitt and cover glass.

### Electron microscopy

For electron microscopy the selected part of the mouse kidney was transferred from 4% formaldehyde into a cacodylate buffer with sucrose for 10 min at 80°C. Afterwards, osmium tetroxyde was applied for 2 h. The specimen was washed in cacodylate buffer plus sucrose twice for 5 min. Subsequently, the sample was contrasted with uranyl acetate for 1 h. The specimen was put into ethanol baths with rising ethanol concentrations for 5 min in each bath, followed by bathing in Methyl tert-butyl ether (MTBE) plus epoxide mixture (in a 1:3 dilution) twice for 5 min each. Afterwards, the specimens were embedded in an epoxide mixture at 60°C for 48 h and then at 100°C for 11½ h. Semithin and ultrathin sections were cut on a Leica Microsystems microtome. Grids were purchased from Polyscience. The grids were then analyzed using electron microscopes (EM 109 and EM 902, Zeiss, Oberkochen, Germany) equipped with digital electron microscope cameras (Tröndle). 3 glomeruli from each mouse were analyzed.

### Immunofluorescence microscopy

Indirect immunofluorescence microscopy was performed in 1 μm paraffin-embedded sections of kidneys from *Il17aCre x R26eYFP* mice. Images were captured using a laser confocal microscope (LSM800, Zeiss, Oberkochen, Germany). Primary antibodies against GFP, synaptopodin and endomucin as well as 4′,6-diamidino-2-phenylindole (DAPI) staining (1:10.000) were used.

### Antibodies

The following antibodies were used in this study: CD45PercP/AF700 (30-F11); CD4 BV605/BV650 (RM4-5); CD8 BV785 (53–6.7); CD3 AF700/BV785 (145-2C11); γδTCR BV510/BV605/FITC (eBio GL3); IL17A PE (TC11-18H10), MHC2 BV510 (M5/114.15.2), Ly6C APC-H7 (HK1.4), CD86 BV650 (GL-1), CD80 BV605 (16-10A1), CD127 PE-Cy7 (A7R34), CD90.2 (30-H12), RORγt (Q31-378) and on lineage CD5 (53–7.3), CD11b (M1/70), CD11c (HL-3, BD), CD19 (6D5), CD49b (HMα2), TCR-β (H57-597), GR-1 (RB6-8C5), NK1.1 (PK136) and Ter119 (Ter119) all BioLegend (San Diego, California); CD11b PE-Cy7 (M1/70) and Ly6G PerCP (1A8) all from Life Technologies, Karlsbad, Carlifornia; IFN-γ APC (XMG1.2; eBioscence, Thermo Fisher Scientific, Waltham, Massachusetts); Ly6G (NIMP-R14; Hycult biotech, Uden, The Netherlands); F4/80 APC (BM8, Dianova, Hamburg, Germany); GFP (polyclonal, Abcam, Cambridge, UK); Synaptopodin (polyclonal, Synaptic Systems, Göttingen, Germany); Endomucin (clone V.7C7, Santa Cruz Biotechnology, Dellas, Texas).

### Statistics

Statistical analyses were performed using Graph Pad Prism (La Jolla, CA). Data represent mean ± SEM. The following tests were used: Mann-Whitney test (two-tailed) and Dunnett’s multiple comparison one-way ANOVA analysis. The results are shown as indicated at Figure legends.

## Supporting information

S1 Fig Renal pathology and kidney infiltrating immune cells in S. aureus sepsis. (A) PAS staining of kidney sections from C57BL/6 mice 10 days after *S*. *aureus* infection. (B) Quantification of abscesses in (A) after *S*. *aureus* infection as indicated. (C) CD3^+^ staining of kidney sections 10 days after *S*. *aureus* infection and (D) Quantification of CD3^+^ cells per glomeruli and per hpf as indicated in C57BL/6 mice. (E) GR1^+^ staining of kidney sections 10 days after *S*. *aureus* infection and (F) Quantification of GR1^+^ cells per glomeruli and per hpf as indicated in C57BL/6 mice. (G) Electron microscopy of kidney section from FIR/TIGER/IL-17AKat-w/o-neo mice 10 days after *S*. *aureus* infection. Representative data for one of two independent experiments.
(TIF) Click here for additional data file.

S2 Fig Characterization of lymphocytes during *S*. *aureus* infection. (A) Quantification of renal γδ T cells by flow cytometry from the kidney 10 days after *S*. *aureus* infection. (B and C) Flow cytometry of cytokine production of renal γδ T cells of C57BL/6 mice 10 days after *S*. *aureus* infection (*p<0.05, unpaired t-test, two-tailed, representative for one of three independent experiments). (D) Quantification of renal ILCs by flow cytometry from the kidney 10 days after *S*. *aureus* infection. (E) Flow cytometry and (F) quantification of cytokine production of renal ILCs 10 days after *S*. *aureus* infection (*p<0.05, representative for one of two independent experiments). (G) Quantification of renal CD11b^+^ cells at day 10 after *S*. *aureus* infection. (H) Flow cytometry and (I) quantification of renal CD11b^+^ cells of at day 10 after *S*. *aureus* infection. (J) Flow cytometry and (K) quantification of CD11b^+^ cells from the liver at day 10 after *S*. *aureus* infection. (L-N) Flow cytometry of hepatic CD11b^+^ cells at day 10 after *S*. *aureus* infection. Bars representing mean, individual mice displayed by dots.
(TIF) Click here for additional data file.

S3 Fig Conversion of Th17 cells Th1-like but not regulatory phenotypes in *S*. *aureus* sepsis. (A) Flow cytometry of renal and intestinal Th17 fate cells and Tr1exTh17 cells (IL-17Kat^neg^FoxP3^neg^YFP^+^IL10eGFP^+^; gated on ex Th17) of Fate^+^ mice after *S*. *aureus* infection as indicated (SILP: small intestine lamina propria; bars representing mean, individual mice displayed by dots. (B) Slingshot trajectory analysis of renal Th17 cells (cluster 3) from *Il17aCre x R26eYFP* mice (n = 5) 10 days after *S*. *aureus* infection into different cell states (related to Fig 4). (C) Trajectories of CD4^+^YFP^+^ cells from *Il17aCre x R26eYFP* x *Tbx21-flox* mice (n = 6) 10 days after *S*. *aureus* infection into different cell states (related to Fig 5).
(TIF) Click here for additional data file.

S4 Fig Tbx21 expression in renal non-Th17 cells. (A) Flow cytometry of renal YFP negative CD4^+^ T cells 10 days after *S*. *aureus* infection as indicated and (B) Quantification of cytokine expression; bars representing mean, individual mice displayed by dots, not significant (n.s.), in Dunnett’s multiple comparison one-way ANOVA analysis (representative data for one of two independent experiments). (C and D) Flow cytometry of renal YFP^+^ CD4^+^ T cells at day 10 after *S*. *aureus* infection and anti-IFN-γ antibody (** *p*<0.01, *** *p*<0.001 in Dunnett’s multiple comparison one-way ANOVA analysis). (E) Flow cytometry and (F) quantification of cytokine producing of YFP positive γδ-T cells; dots representing mean ± SEM (each time point represents the data of n = 4–5, representative of one from two independent experiments). (G) Flow cytometry and (H) quantification of renal CD11b^+^ cells from *Rag1*^-/-^ m+ice. Bars representing mean, individual mice displayed by dots.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

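The data are 2 single-cell RNA-seq libraries of FACS-sorted renal CD4+ YFP+ T cells at day 10 after *S*. *aureus* infection, 1 from *Tbx21*-wildtype and 1 from *Tbx21*-flox mice, each from cells of several mice pooled before library preparation. The flow cytometry, histology and bacterial load experiments were not analysed here. The authors deposited raw UMI counts per gene and barcode for each library, made with Cell Ranger 3.1.0 (*Tbx21*-wildtype) and 3.0.2 (*Tbx21*-flox) according to the file headers. Both count tables hold 31053 features, and the genome build and annotation are not given in the sources used here. The deposited barcodes had already been called as cells, while no limit on genes or mitochondrial share had been applied: 1367 *Tbx21*-wildtype and 141 *Tbx21*-flox barcodes were over the mitochondrial limit of the methods.

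All values were computed from these counts. Clusters of the *Tbx21*-wildtype library and of both libraries together were made in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0, sctransform 0.4.2 and Matrix 1.6.5, after the settings of the paper's methods where these are given. The *Tbx21*-wildtype clustering used 3000 variable genes. Clusters with a mean S or G2/M score above 0.2 were removed as cycling cells. Clusters were named from lists of Th17-like, Th1-like, cytotoxic Th1-like, memory-like and interferon response-like genes, and no kept cluster met the rule for the Th2-like or Treg-like lists. The fold of a gene between clusters was computed on CPM with 5 CPM added to both sides. The number of markers needed for a name and the rule for gamma-delta clusters were set after a first look at the clusters. Pseudotime was computed in Python 3.11.15 with 30 neighbours per cell and 15 eigenvectors, since slingshot and tradeSeq were not used here, and it is therefore not the pseudotime of the paper. Sums, ratios and intervals were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

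The text names each gene that the Results name for Fig 4 and Fig 5, each gene shown in Fig 4B, the genes of the Th1 and Th17 scores and the top 5 genes of each cluster, apart from some results that are not reported here. Between the libraries it names the 10 genes with the largest log2 ratio in each direction among genes with at least 50 CPM in one library, without mitochondrial, ribosomal protein and TCR variable genes. Sex genes and genes of the B cell, myeloid and kidney epithelium lists serve as technical markers. In the *Tbx21*-flox library, at least 3 genes of the B cell list were found in 0 barcodes, of the myeloid list in 2 and of the kidney list in 4. The most abundant gene of each list was *Ighm* with 27.8 CPM in the *Tbx21*-wildtype and 80.4 CPM in the *Tbx21*-flox library, *Cst3* with 149 CPM and 205 CPM, and *Kap* with 35.8 CPM or *Fxyd2* with 13.4 CPM. Whether the sorted T cells express *Ighm* or *Cst3* themselves was not tested.

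Thinning drew 2400 UMIs from each cell without replacement, the 10th percentile of the *Tbx21*-flox cells rounded down to a multiple of 100, and left a median of 1089 genes per *Tbx21*-wildtype and 1076 per *Tbx21*-flox cell. An alternative depth of 2800 UMIs followed the 25th percentile. The depth of the libraries sets the precision of each value, and intervals for ratios of CPM came from the conditional binomial distribution of a pair of Poisson counts. The computation of ratios and intervals was tried on simulated data with 2644 genes, of which 197 were changed. Of these 100.0% passed a 2-fold difference, as did 0 of the 2447 unchanged genes. The intervals held the true ratio for 94.6% of the genes. The counts were Poisson draws from the same profile for both libraries, with each change set well beyond 2-fold, so these outcomes were largely fixed in advance. No spread between cells or mice and no batch was simulated, so this checks the computation only. The coordinates come from the GENCODE M21 annotation of GRCm38, in which 30934 of the identifiers were found.

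The alternatives tried were other resolutions (0.4 and 0.8), log-normalization, clusters without the genes that the text names, other limits on cells, other scalings of the library totals, other depths, other score lists and other orderings of cells. The removal of cells called by Scrublet could not be tried, because the caller found none. In its place the 557 *Tbx21*-wildtype and 214 *Tbx21*-flox barcodes with the highest scores were removed, which is 6% of each library. That alternative, the removal of cycling cells only where both scores pass, the ordering over all kept cells as a separate value and the count of changed genes without mitochondrial and ribosomal protein genes were added after the data had been seen.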

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

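The tests of scaling and of library kit or batch in this part were chosen after the result was seen, and the test of chromosome 11 was prompted by the positions of the genes below, although its share was computed afterwards.

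Among the 10 genes with the largest log2 ratio of *Tbx21*-flox to *Tbx21*-wildtype CPM were 9 that the paper does not discuss, each above its level in the *Tbx21*-wildtype library. *Xist* had a log2 ratio of 12.80 (10.95–15.85), with 2 UMIs in the *Tbx21*-wildtype and 2701 in the *Tbx21*-flox library. *BC018473* went from 4.34 to 761 CPM, a log2 ratio of 7.46 (7.25–7.66). The ratios were 4.36 (4.18–4.53) for *St6galnac1*, 3.94 (3.70–4.17) for *Ccr7*, 3.55 (3.39–3.72) for *St6galnac2*, 3.24 (3.02–3.45) for *Cd83*, 3.22 (3.05–3.40) for *Nme2*, 2.88 (2.78–2.97) for *Gm2000* and 2.65 (2.51–2.78) for *Tnfrsf9*. No replicate library was available, so a difference between pools of mice is part of each ratio. The counts of *Nme2* and *Gm2000* are uncertain, since reads can be shared with similar copies in the genome.

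*Xist* is expressed from the inactive X chromosome of females. In the *Tbx21*-flox library 553 cells had a UMI of *Xist* and 802 a UMI of a Y-linked gene (*Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*), and 35 had both, against 192 expected if these occurred independently. The pool is therefore likely to hold cells of both sexes, with the 35 cells left to doublets or free RNA. In the *Tbx21*-wildtype library 4604 cells had a UMI of a Y-linked gene. The sources used here were not found to name the sex of the mice in each library, and no biological explanation beyond sex was tested for *Xist*.

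Sex is argued against as the cause for the other genes. Between male cells of both libraries (4602 and 767 cells), 8 of the 8 genes other than *Xist* had a log2 ratio of at least 1, the lowest being 2.48 (2.28–2.67) for *Tnfrsf9*. The scaling of the library totals is also argued against, since a wrong total would multiply every gene alike, while 118 of the 2927 genes considered were at least 2-fold higher and 220 at least 2-fold lower in the *Tbx21*-flox library. Library kit or batch and genotype cannot be told apart, because there is 1 library per genotype and the libraries share 0 barcodes.

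Of the 9 genes, 5 lie on chromosome 11 of GRCm38, the chromosome of *Tbx21*. These are *Nme2* (ENSMUSG00000020857, 93949814 to 93956259), *Ccr7* (ENSMUSG00000037944, 99144196 to 99155077), *St6galnac2* (ENSMUSG00000057286, 116675303 to 116694868), *BC018473* (ENSMUSG00000056032, 116752167 to 116759373) and *St6galnac1* (ENSMUSG00000009588, 116765025 to 116775507). That is 55.6% (interval 21.2–86.3), singled out after the values were seen, against 8.75% of all genes considered. A candidate explanation is that variants of another strain stayed linked to the floxed allele. It would place other changed genes on chromosome 11 too, and 11.9% (39 of 329, 8.57–15.9) of the other genes with a 2-fold difference lie there, an interval that includes the share of all genes. This share decides nothing, since a linked segment may hold few expressed genes and other genes may change through T-bet. An effect of T-bet on these genes stays open and was not tested.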

How the results depend on the processing

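The removal of the highest doublet scores, the removal of cycling cells only where both scores pass, the ordering over all kept cells and the count of changed genes without mitochondrial and ribosomal protein genes were chosen after the data had been seen.

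Of 112 values under alternative settings, 68 stayed within the 95% interval of the main value or within 1.5 times a main count, and 44 moved. Of the 39 values with a sign, 0 changed direction. The interval covers counting error, or for a difference of mean scores the spread over cells taken as independent, and not the spread between mice. Values of 0% that stayed at 0% without the Th1-like markers among the features are no evidence of stability. For the moved values the cause was not tested unless the setting itself shows it. No paired analysis was possible because there is 1 library per genotype. The planned removal of cells called by Scrublet gave no values, because it called none.

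With at least 2 UMIs of each gene, which makes the criterion stricter, 12.9% of *Tbx21*-wildtype cells had *Il17a* and *Ifng*, and 16.7% of the Th1-like cluster had *Il17a*. Thinning, which lowers detection, gave 12.6% for cells with both genes, and keeping the cycling and gamma-delta clusters gave 26.8%. The share of *Il17a* cells in the Th1-like cluster was 15.3% at a resolution of 0.4, 15.5% at 0.8 and 17.2% without the highest doublet scores. With the genes that the text names left out of the variable features it was 20.2%, and the share of cells with *Ifng* alone in the cluster with most *Il17a* cells was 15.7%. Log-normalization gave 9.44% and 27.1% for these shares.

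Along pseudotime, the difference of the Th1 score was 0.161 over all kept cells, 0.236 without the score genes, 0.412 with a projection on the line between the cluster centres and 0.113 with log-normalization, against 0.313 in the main setting. That of the Th17 score was −0.5035, −0.322, −0.668 and −0.253 in the same order, against −0.578. The log2 ratio of *Tbx21* was 1.07 over all kept cells, 1.25 without the score genes, 2.18 with the projection and 0.70 with log-normalization. Each setting kept the rise of the Th1 score and of *Tbx21* and the fall of the Th17 score.

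Between genotypes, the Th1 score difference of *Tbx21*-flox minus *Tbx21*-wildtype was −0.289 without thinning, −0.256 with the same limits in both libraries, −0.305 without *Tbx21* in the score and −0.113 without *Ifng*, against −0.272. The Th17 score difference was 0.406 without thinning, 0.395 at 2800 UMIs and 0.284 without *Il17a* in the score, against 0.344.

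All 500 features gave Th1-like clusters with 10.8% of *Tbx21*-wildtype and 2.09% of *Tbx21*-flox cells, while no cluster had that name in the main setting, and 15.9% of *Tbx21*-flox cells were late in pseudotime. Without thinning, which raises detection, cells with at least 2 of the Th1 effector genes were 65.6% and 6.24%, cells with *Ifng* 58.1% and 7.72%, cells with *Ctsw* 56.5% and 10.8%, and *Tbx21*-wildtype cells with *Nkg7* 35.0%. With at least 3 effector genes, a stricter criterion, the shares were 21.9% and 0.652%, and at 2800 UMIs the *Tbx21*-wildtype share was 46.7%. The *Tbx21*-flox share stayed below the *Tbx21*-wildtype share in each of these pairs.

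Of 2927 genes considered, 118 were at least 2-fold higher and 220 at least 2-fold lower in the *Tbx21*-flox library. Without mitochondrial and ribosomal protein genes in the totals these were 127 and 346 of 3832, with a median log2 ratio over genes of −0.12, against −0.07 in the main setting. With median-of-ratios size factors they were 144 and 196.

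The *Tbx21*-flox library had a lower depth per cell, so that cells with few UMIs of a gene such as *Tbx21*, found in 0.373% of thinned *Tbx21*-flox cells, cannot be told from cells without expression. No replicate library was available here, so intervals cover counting error and not the variation between mice.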

Differences from the paper's values

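Fig 5B shows about 16% of *Tbx21*-wildtype and about 0.6% of *Tbx21*-flox cells in the Th1-like cluster, read by eye. Here the Th1-like markers and the genes that differ between the libraries were left out of the features, no cluster was named Th1-like, and the value is 0% in both. With these genes left out a Th1-like cluster was not expected, so the 0% is no measure of the cells and is not set against the paper's finding. Of the alternatives set before the data were examined, all 500 features gave 10.8% of *Tbx21*-wildtype cells, within 1.5 times the paper's value, and 2.09% of *Tbx21*-flox cells, outside it. The resolutions of 0.4 and 0.8 and the same limits in both libraries left out the same kinds of genes and gave 0% in both, outside 1.5 times the paper's values for the same reason. The clusters were rebuilt and named by another rule than the paper's, and the Wilcoxon test of Fig 5E is given for scores of cells without a stated unit, while no test was run here.

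The paper states that the Th17 cluster of Fig 4 holds no cells with *Ifng* alone. Here 38 of 942 cells (4.03%) of the Th17-like cluster had a UMI of *Ifng* and none of *Il17a*. This was the lowest share of the 7 clusters, which is in part set by defining that cluster through *Il17a*. How much of the share is background RNA is open.

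The paper states that the trajectory from Th17 to Th1-like cells is absent in *Tbx21*-deficient cells (S3C Fig). The ordering used here was built without the genes that differ between the libraries and did not show a loss of late *Tbx21*-flox cells, with 18.2% against 20.0% of *Tbx21*-wildtype cells. With all 500 features it was 15.9%. These orderings did not lead to Th1-like cells, so they do not retrace the paper's trajectory. Of the paper's own markers, *Ifng*, *Nkg7* and *Ctsw* were lower in the *Tbx21*-flox library, as were cells with at least 2 of the Th1 effector genes (3.54% against 43.2%). The effector genes include these markers, so that share is no separate result.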

Other observations

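The tests of depth and of library kit or batch in this part were chosen after the result was seen.

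Cells with several Th1 effector genes were fewer in the *Tbx21*-flox than in the *Tbx21*-wildtype library. The paper had named *Ifng*, *Nkg7* and *Ctsw* among these genes from the same libraries, so the difference is in part set by the choice of genes. Depth is argued against as the whole cause, since the share was 3.54% (interval 2.80–4.41) with every cell at the same number of UMIs, against 43.2% in the *Tbx21*-wildtype library. Sex is argued against by the male cells of the *Tbx21*-flox library, of which 3.86% (2.58–5.53) had such UMIs, against 43.6% (42.2–45.0) of male *Tbx21*-wildtype cells. The part of free RNA of these genes in the shares was not measured and stays open. Library kit or batch and genotype cannot be told apart, because the libraries share 0 barcodes and there is 1 per genotype. The loss of T-bet, which the design names, stays among the open explanations.

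In the *Tbx21*-flox library 12 thinned cells came from cells with a UMI of *Tbx21*, and 5 of them (41.7%, 15.2–72.3) had UMIs of at least 2 Th1 effector genes, against 71 of 2135 cells without one (3.33%, 2.61–4.18). Whether *Tbx21* was not deleted in such cells stays open. *Ifng* in these groups could not be told apart, with 86.5 CPM (23.6–221.5) and 56.6 CPM (51.6–61.9), and both are far below the 815 CPM (796–834) of *Tbx21*-wildtype cells with a UMI of *Tbx21*, of which 64.1% (61.2–67.0) had UMIs of at least 2 Th1 effector genes. The cells are few, so that these values do not decide. Doublets and free RNA would give cells of this kind too and were not excluded. Of the 49 *Tbx21*-flox cells in the Th1-like and cytotoxic Th1-like clusters made with all features, 3 had a *Tbx21* UMI, as did 15 of 2297 *Tbx21*-flox cells in all.

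Within the *Tbx21*-flox library, *Ifng* was at 89.3 CPM (76.6–103.6) in 481 female cells and 48.0 CPM (40.4–56.5) in 726 male cells, while the shares with several Th1 effector genes overlapped, at 5.41% (3.56–7.82) and 3.86%. Female and male cells come from different mice, whose number is not known here, so sex and mouse cannot be separated, and no biological explanation was tested. This pair was singled out after its values were seen.

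Among the clusters built without marker genes, the fall of *Ifng* in the *Tbx21*-flox library was smallest in the interferon response-like cluster, from 615 CPM (575–657.5) to 233 CPM (171–309), a log2 ratio of −1.40, over 52 *Tbx21*-flox cells. *Nkg7* fell from 211 CPM (188–236) to 114 CPM (72.2–171) there, a log2 ratio of −0.89 (−1.57 to −0.28), which could not be told from the −1.68 (−2.82 to −0.74) in the cycling cluster. With all features the log2 ratio of *Nkg7* was −1.36 (−2.44 to −0.45) in the interferon response-like cluster, which could not be told from the −1.07 (−1.49 to −0.68) in the Th1-like cluster. The interferon response-like cluster was singled out after the values were seen, and no explanation was tested.

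Genes that the paper does not name and that were far lower in the *Tbx21*-flox library were *Gm42418* with a log2 ratio of −4.15 (−4.23 to −4.08), *AY036118* with −3.99 (−4.20 to −3.79), *Lars2* with −3.68 (−4.03 to −3.34), *Hip1* with −3.05 (−3.45 to −2.68), *AC160336.1* with −2.80 (−3.02 to −2.60) and *Gm9493* with −2.66 (−2.99 to −2.35). The kit or batch of a library can change such counts, and no explanation was tested for them. *Il1r2* and *Il22* were higher, with log2 ratios of 2.46 (2.40–2.52) and 2.33 (2.27–2.40).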
